# Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics

**DOI:** 10.1371/journal.pone.0282166

**Published:** 2023-03-10

**Authors:** Ryohei Kozaki, Tomoko Yasuhiro, Hikaru Kato, Jun Murai, Shingo Hotta, Yuko Ariza, Shunsuke Sakai, Ryu Fujikawa, Takao Yoshida

## Abstract

Tirabrutinib is a highly selective Bruton’s tyrosine kinase (BTK) inhibitor used to treat hematological malignancies. We analyzed the anti-tumor mechanism of tirabrutinib using phosphoproteomic and transcriptomic methods. It is important to check the drug’s selectivity against off-target proteins to understand the anti-tumor mechanism based on the on-target drug effect. Tirabrutinib’s selectivity was evaluated by biochemical kinase profiling assays, peripheral blood mononuclear cell stimulation assays, and the BioMAP system. Next, *in vitro* and *in vivo* analyses of the anti-tumor mechanisms were conducted in activated B-cell-like diffuse large B-cell lymphoma (ABC-DLBCL) cells followed by phosphoproteomic and transcriptomic analyses. *In vitro* kinase assays showed that, compared with ibrutinib, tirabrutinib and other second-generation BTK inhibitors demonstrated a highly selective kinase profile. Data from *in vitro* cellular systems showed that tirabrutinib selectively affected B-cells. Tirabrutinib inhibited the cell growth of both TMD8 and U-2932 cells in correlation with the inhibition of BTK autophosphorylation. Phosphoproteomic analysis revealed the downregulation of ERK and AKT pathways in TMD8. In the TMD8 subcutaneous xenograft model, tirabrutinib showed a dose-dependent anti-tumor effect. Transcriptomic analysis indicated that IRF4 gene expression signatures had decreased in the tirabrutinib groups. In conclusion, tirabrutinib exerted an anti-tumor effect by regulating multiple BTK downstream signaling proteins, such as NF-κB, AKT, and ERK, in ABC-DLBCL.

## Introduction

The B-cell receptor (BCR) signaling pathway plays a key role in the development of hematologic B-cell-derived malignancies, including chronic lymphocytic leukemia (CLL) [1], diffuse large B-cell lymphoma (DLBCL) [2], mantle cell lymphoma (MCL) [3], and other non-Hodgkin’s lymphomas [4]. Bruton’s tyrosine kinase (BTK), a cytoplasmic TEC family kinase with multifaceted functions within the BCR pathway [5], is a key therapeutic target in the treatment of B-cell malignancies [6,7].

The first-generation BTK inhibitor ibrutinib was first approved in the US for MCL treatment in 2013 [8] and is now also indicated for use in patients with CLL, small lymphocytic lymphoma, Waldenström macroglobulinemia, and marginal zone lymphoma [9]. However, limitations include off-target toxicity and the development of resistance [10–12].

Second-generation BTK inhibitors (acalabrutinib and zanubrutinib) are more kinase selective [13,14]; because of their selectivity, they are expected to be superior to ibrutinib in terms of safety [15]. Clinical studies have shown that patients with CLL who are intolerant to ibrutinib can benefit from treatment with acalabrutinib [16], and a recent phase 3 head-to-head trial demonstrated that acalabrutinib had non-inferior efficacy and fewer adverse events (AEs) compared with ibrutinib [17]. Similar positive results have also been reported for zanubrutinib [18].

Tirabrutinib is another second-generation BTK inhibitor with a potent, highly selective, irreversible profile. It is approved in Japan for the treatment of relapsed/refractory primary central nervous system lymphoma, Waldenström macroglobulinemia, and lymphoplasmacytic lymphomas [19].

Some non-clinical studies have shown the anti-tumor effect and anti-tumor mechanism of BTK inhibitors in ABC-DLBCL cell lines [20,21]. However, a comprehensive analysis by both phosphoproteomics and transcriptomics in ABC-DLBCL treated with BTK inhibitors exploring anti-tumor mechanisms has not been reported.

To elucidate the anti-tumor mechanisms of molecular-targeted drugs based on the regulation of a specific target molecule, it is critical to use appropriate and selective tools and compounds. An unexpected anti-tumor mechanism related to the off-target molecules regulated by molecular-targeted drugs is often reported [22,23]. Therefore, we carefully checked the potential off-target kinases for tirabrutinib using both biochemical and cellular methods before exploring its anti-tumor mechanisms in ABC-DLBCL cell lines. Thus, the objective of this *in vitro* and *in vivo* study was to analyze the anti-tumor mechanism of tirabrutinib, a highly selective BTK inhibitor in ABC-DLBCL, using phosphoproteomic and transcriptomic techniques.

## Materials and methods

### Reagents and cell cultures

Tirabrutinib, ibrutinib, and acalabrutinib were obtained from the Department of Drug Discovery Chemistry, Ono Pharmaceutical Co., Ltd. (Osaka, Japan). Zanubrutinib and refametinib were purchased from MedChemExpress (Princeton, NJ, USA). BMS-345541 and MK-2206 were purchased from Selleck Chemicals (Houston, TX, USA) and Shanghai Haoyuan Chemexpress (Shanghai, China), respectively. Human peripheral blood mononuclear cells (PBMC) were obtained from VERITAS Corporation (Tokyo, Japan; Lot No. A1929). The activated B-cell-like (ABC)-DLBCL cell lines TMD8 and U-2932 have been described previously [24,25]; TMD8 cells were obtained from the Tokyo Medical and Dental University (Tokyo, Japan), and U-2932 cells from Deutsche Sammlung von Mikroorganismen und Zellkulturen GmbH (DSMZ, Braunschweig, Germany). PBMC and these cell lines were maintained in a culture medium, namely RPMI medium 1640 (Invitrogen Corporation) containing 10% v/v inactivated fetal bovine serum (Invitrogen Corporation) and 1% v/v penicillin-streptomycin liquid (Invitrogen Corporation) at 37°C, 5% CO_2_/95% air.

### KINOMEscan analysis

Kinase profiling was carried out by DiscoverX (Eurofins DiscoverX Products, LLC., Fremont, CA, USA), using the KINOMEscan scanMAX platform as previously described [26]. Briefly, this is a biochemical kinase profiling assay that measures drug binding using a panel of DNA-tagged kinases. In the current analysis, four test compounds were evaluated at 300 nM. Compounds binding to the kinase active site reduce the amount of kinase captured on a solid support of an immobilized ligand. The captured kinases are quantified using quantitative polymerase chain reaction (qPCR) that detects the associated DNA label. The strength of compound binding is determined based on its ability to block kinase-ligand binding, and the results were reported as percent control (%CTRL), which was the percentage of each kinase that remained bound to the immobilized ligand.

### *In vitro* kinase assays

Half-maximal inhibitory concentrations (IC_50_) and selectivity of each test compound were calculated for a selection of 14 kinases using an optimized mobility shift assay (MSA) for FYN, LYNa, LCK, ERBB4, and CSK; the Invitrogen Z’-Lyte kinase inhibition assay for BTK, BLK, BMX, EGFR, ERBB2, ITK, JAK3, and TXK; and the Invitrogen LanthaScreen Eu kinase binding assay for TEC. A single or three independent tests (from which the average value was calculated) were conducted, with the selectivity based on a reference value of 1 for the IC_50_ of BTK.

The MSA was carried out by Carna Biosciences Inc. (Kobe, Japan), and the details are described elsewhere [27]. In brief, compounds were dissolved in DMSO to desired concentrations. The prepared DMSO solutions were diluted in assay buffer to yield a final concentration of 1% DMSO for each compound. The kinase assays were carried out using ATP at its Km for each kinase, i.e., 50, 10, 10, 25, and 5 μM for FYN, LYNa, LCK, ERBB4, and CSK, respectively. Each test compound was preincubated with kinase solution for 30 or 60 min (30 min for FYN, LYNa, LCK, and 60 min for ERBB4 and CSK) at room temperature before adding the substrate/ATP/metal solution and incubating the kinase reaction for 1–5 h (1 h for FYN, LYNa, LCK, ERBB4, and 4 or 5 h for CSK). The inhibition of kinase activity by each compound was calculated as follows: inhibition (%) = [1 –(A–B) / (C–B)] × 100, where A is the response with compound, B is the background response with no kinase, and C is the response with vehicle (1% DMSO). The IC_50_ value of each compound was calculated by interpolation on a log-concentration-response curve fitted with a four-parameter logistic equation.

The Invitrogen Z’-Lyte kinase inhibition assay and the Invitrogen LanthaScreen Eu kinase binding assay were carried out by Thermo Fisher Scientific (Waltham, MA, USA), following the manufacturer’s instructions [28,29]. In all the assays, each test compound was preincubated with peptide/kinase mixture or kinase/antibody mixture for 60 min at room temperature before adding the ATP solution or AlexaFluor labeled Tracer to initiate the 60-min incubation of the reactants.

### PBMC stimulation assays

Human PBMCs were treated with vehicle (0.1% DMSO) or various concentrations of tirabrutinib for 10 min at 37°C and 5% CO_2_/95% air, then stimulated with either anti-Human IgM-UNLB (Southern Biotech, #2022–01, referred to as anti-IgM hereafter; final concentration: 1 μg/mL) or Dynabeads Human T-Activator CD3/CD28 (Invitrogen Corporation, #11131D, referred to as anti-CD3/CD28 hereafter; final concentration: 1.8 × 10^6^ beads/mL) for 22 or 16 h to evaluate the effect on B- or T-cell activation, respectively. After culturing, the stimulated cells were stained with fluorescently labeled CD3, CD20, and CD69 antibodies. B-cells (identified by gating CD20-positive and CD3-negative cells) and T-cells (identified by gating CD3-positive and CD20-negative cells) were analyzed by flow cytometry to monitor the expression of CD69. The CD69 inhibition rate (%) in the tirabrutinib-treated group was calculated versus the vehicle group, and the concentration at which tirabrutinib showed 50% CD69 inhibition (IC_50_, nM) and its 95% confidence interval (CI) were estimated by nonlinear regression analysis, using a four-parameter logistic model. GraphPad Prism version 5.04 (GraphPad Software, Inc., San Diego, CA, USA) and its base settings were used for initial values and convergence conditions.

### BioMAP profiling

The biological selectivity of tirabrutinib at concentrations of 120, 370, 1100, and 3300 nM was evaluated in 12 *in vitro* BioMAP Diversity PLUS systems (Eurofins DiscoverX Products, LLC) according to the service provider’s protocol, as previously described [30]. In brief, cultures with one or more primary cell types from healthy human donors were treated with sets of stimulators specific to the cell subsets, and the optimized biomarker readouts for each system were measured by ELISA and other techniques, as listed in **S1 Table**. The assays included positive and negative controls as well as vehicle control. Results are presented as the log-transformed ratio of biomarker readouts for tirabrutinib-treated samples to vehicle controls.

### Cell viability assay

TMD8 and U-2932 cells were treated with vehicle (0.1% DMSO) or various concentrations of tirabrutinib in untreated 96-well plates (1 × 10^4^ or 2 × 10^4^ cells/well for TMD8 or U-2932, respectively). After incubation for 72 h at 37°C and 5% CO_2_/95% air, relative light units (RLU) were measured with the CellTiter-Glo Luminescent Cell Viability Assay (Promega, Madison, WI, USA). The cell growth inhibition rate (%) in the tirabrutinib-treated group was calculated versus the rate in the vehicle group, and the concentration at which tirabrutinib showed 50% growth inhibition (IC_50_, nM) was estimated by nonlinear regression analysis using a two-parameter logistic model or a Sigmoid Emax model for TMD8 and U-2932, respectively. GraphPad Prism (version 5.01J or 5.04; GraphPad Software, Inc., San Diego, CA, USA) and its base settings were used for initial values and convergence conditions.

### Western blot analyses

TMD8 and U-2932 cells were treated with vehicle (0.1% DMSO) or different concentrations of tirabrutinib and incubated for 1 or 4 h at 37°C, 5% CO_2_/95% air. After culturing, cells were harvested and lysed with cell lysis buffer (Cell Signaling Technology, Inc.) containing 1 mM AEBSF (Calbiochem, #101500). As a positive control of BTK autophosphorylation for western blot analysis, TMD8 cells were treated with hydrogen peroxide (H_2_O_2_; final concentration: 6 mM) for 10 min, harvested as a control sample, and then lysed with the cell lysis buffer. Tyrosine 223 (Tyr-223), the site of BTK autophosphorylation, has been shown to be phosphorylated by H_2_O_2_ stimulation [31].

Each mixture of cells and cell lysis buffer was incubated on ice for 5 min, then centrifuged at 13400 × *g* and 4°C for 10 min. Total lysates were loaded on 4%–12% SDS-PAGE (Bio-Rad) and transferred to a polyvinylidene difluoride (PVDF) membrane (Immobilon-P Transfer Membrane, Millipore Corporation). The blot was incubated in Tris-buffered saline with Tween 20 (TBS-T, Cell Signaling Technology, Inc.) containing 2 w/v% ECL Advance Blocking Agent (GE Healthcare Life Sciences, b) for 1 h at room temperature. The blocked PVDF membranes were immersed in TBS-T and washed three times with shaking at room temperature for 10 min. The membrane was incubated with primary antibody in TBS-T containing 2 w/v% ECL Advance Blocking Agent with gentle agitation overnight at 5°C in a cold storage room or for 1 h at room temperature. Rabbit monoclonal anti- phosphorylated BTK (Tyr-223) antibody (p-BTK; Novus Biologicals, #NB100-79907), rabbit monoclonal BTK antibody (Cell Signaling Technology, Inc., #3533), rabbit polyclonal phosphorylated AKT (Ser-473) antibody (p-AKT; Cell Signaling Technology, Inc., #9271), rabbit monoclonal AKT (pan) (C67E7) antibody (Cell Signaling Technology, Inc., #4691), rabbit polyclonal phosphorylated p44/42 MAPK (ERK1/2) (Thr-202/Tyr-204) antibody (p-ERK1/2; Cell Signaling Technology, Inc., #9101), rabbit monoclonal p44/42 MAPK (ERK1/2) (137F5) antibody (Cell Signaling Technology, Inc., #4695), rabbit monoclonal phosphorylated PLCγ2 (Tyr-759) (E9E9Y) antibody (p-PLCγ2; Cell Signaling Technology, Inc., #50535), rabbit monoclonal PLCγ2 (E5U4T) antibody (Cell Signaling Technology, Inc., #55512), mouse monoclonal phosphorylated IκBα (Ser-32/36) (5A5) antibody (p-IκBα; Cell Signaling Technology, Inc., #9246), rabbit monoclonal IκBα (44D4) antibody (Cell Signaling Technology, Inc., #4812), rabbit polyclonal phosphorylated PKCβ (phospho-Thr-641) antibody (p-PKCβ; Signalway Antibody LLC, #11172), rabbit monoclonal IRF4 (D9P5H) antibody (Cell Signaling Technology, Inc., #15106), rabbit monoclonal BCL6 (D65C10) antibody (Cell Signaling Technology, Inc., #5650), rabbit monoclonal c-MYC (D84C12) antibody (Cell Signaling Technology, Inc., #5605), and rabbit monoclonal GAPDH (14C10) antibody (Cell Signaling Technology, Inc., #2118) were used. The PVDF membranes were immersed in TBS-T and washed three times with shaking at room temperature for 10 min, then incubated with secondary antibody with shaking for 1 h at room temperature. The secondary antibody used was anti-rabbit-IgG horseradish peroxidase (HRP)-linked antibody (Cell Signaling Technology, #7074) or goat anti-rabbit immunoglobulins/HRP (Dako, P0448). The PVDF membranes were washed three times with shaking at room temperature for 10 min and were treated with ECL^TM^ Advance Western Blotting Detection Kit (GE Healthcare Life Sciences, #RPN2135) for chemiluminescent detection according to the manufacturer’s instruction. Lumino-image analyzer (LAS-1000 Plus system, Fuji Photo Film Co., Ltd.) and Image Reader LAS-1000 Lite version 1.3 (Fuji Photo Film Co., Ltd.) were used to visualize bands. The densitometry analysis described the ratio of phosphorylated to total BTK protein. The IC_50_ value (nM), at which 50% of BTK autophosphorylation is inhibited compared with vehicle, was calculated by nonlinear regression analysis using a four-parameter logistic model using GraphPad Prism Ver. 5.04 (GraphPad Software, Inc.).

### Phosphoproteomic analyses

The analysis was carried out by Evotec AG (Munich, Germany) as previously described [32]. In brief, two replicate SILAC experiments were carried out for TMD8 and U-2932 with inverted labeling schemes to ensure reproducibility of phosphoproteome quantification. For differential SILAC encoding, both cells were grown in arginine- and lysine-deficient culture medium containing light (Arg0/Lys0) or heavy (Arg10/Lys8) isotopic forms of L-arginine and L-lysine (SILAC medium). After culturing for 10 days to ensure complete proteome labeling, cells were seeded in fresh SILAC medium and incubated for 24 h. The cells were treated with either vehicle (0.1% DMSO) or tirabrutinib at 1 μM for 1 h. After treatment, cells were lysed and equal protein amounts from differentially SILAC-encoded and -treated cells were digested followed by peptide fractionation by strong cation exchange chromatography, followed by immobilized metal affinity chromatography phosphopeptide enrichment. For mass spectrometric analysis, phosphopeptide-enriched samples were loaded onto a reversed phase analytical column, resolved by an acetonitrile gradient using a nanoflow HPLC system and directly electrosprayed via a nanoelectrospray ion source into an LTQ-Orbitrap Velos mass spectrometer (Thermo Fisher Scientific). For data processing, all raw files acquired in this study were collectively processed with the MaxQuant software suite (version 1.2.0.18) for peptide and protein identification and quantification using a human UniProt database (version 12 2010). A false discovery rate (FDR) of 0.01 was selected for protein and peptide identification, and a posterior error probability of ≤0.1 for each peptide-to-spectral match was required. The resulting list of phosphosites exported from the MaxQuant software was filtered for class-I sites (only serine, threonine, or tyrosine assignments with a localization probability of ≥0.75) [33] and used for all subsequent biostatistical analysis. To identify significantly regulated phosphosites on the basis of biological reproducibility, the individual phosphosite ratios were divided by each other. Gaussian regression analysis on the histogram plot of these log2-transformed ratios was performed using Sigmaplot (version 10.0; Systat Software Inc.). The obtained values for the mean and standard deviation across the whole quantitative dataset were used to determine thresholds for significant regulation of at least ±2.5 σ. The applied ratio thresholds for phosphoregulation were as follows: for TMD8 and U-2932, >1.472 and >1.506, respectively, for upregulated sites, and <0.679 and <0.664, respectively, for downregulated sites. Furthermore, only phosphosites conforming to this criterion and showing consistent regulation in both biological replicates were considered as regulated.

### RNA isolation and RT-qPCR

TMD8 cells were treated with vehicle (0.1% DMSO) or tirabrutinib at 1 μM and incubated for 24 h at 37°C, 5% CO_2_/95% air. After culturing, total RNA was isolated from cells using the RNeasy Plus Mini Kit (Qiagen), then cDNA was prepared from total RNA using the SuperScript VILO cDNA Synthesis Kit (Invitrogen) following the kit instructions. For quantification of each mRNA expression level, PCR was performed using TaqMan Fast Universal PCR Master Mix (Thermo Fisher Scientific) under the following conditions with the AriaMx Real Time PCR System (Agilent Technologies): 95°C for 3 min, followed by 40 cycles at 95°C for 5 s and 60°C for 20 s with continuous fluorescence measurement. All PCRs were performed in triplicate, and the mRNA expression of GAPDH was used as an internal control. The results (fold changes of the threshold cycle [Ct] relative to the control group) were obtained using the 2^−ΔΔCt^ method. The TaqMan probes for *IRF4* (Assay ID: Hs00180031_m1), *BCL6* (Assay ID: Hs00153368_m1), *MYC* (Assay ID: Hs00153408_m1), and *GAPDH* (Assay ID: Hs02786624_g1) were purchased from Thermo Fisher Scientific. Statistical tests were performed with the SAS 9.4 (SAS Institute Japan Ltd., Tokyo, Japan) TS1M4-based EXSUS system version 10.1.3 (CAC Corporation, Tokyo, Japan). The t-test or Dunnett test was used to compare mRNA expression in the DMSO- and compound-treated groups. The statistical tests were two-sided with a 5% significance level.

### Animals and TMD8 xenograft model

The present study was conducted in compliance with the Guidance for Animal Experiments, the Ethical Standards for Experiments using Human Tissues, and the Standards for Safety Management of Pathogens established by Ono Pharmaceutical Co., Ltd. Female C.B-17/Icr-scid/scidJcl mice (hereafter referred to as severe combined immunodeficient [SCID] mice) were obtained from CLEA Japan, Inc. (Tokyo, Japan). The age at the beginning of the experiment was 6 weeks. To establish the TMD8 xenograft model, TMD8 cell suspension (0.1 mL, 1 × 10^8^ cells/mL) was subcutaneously injected into the right flank of SCID mice under pentobarbital anesthesia. Tumor volume was calculated from the day after implantation and mice were assigned to groups when most of them showed tumor volumes of 50–250 mm^3^. Tirabrutinib at 1, 3, or 10 mg/kg, suspended in a 0.5 w/v% methyl cellulose 400 cP solution (Wako Pure Chemical Industries, Ltd., Osaka, Japan) or vehicle (0.5% methyl cellulose), was administered orally twice daily for 21 days, starting on day 0 (the group assignment day). Tumor diameters and body weight were measured every 3 or 4 days after group assignment. The tumor growth inhibition rate (%) in the tirabrutinib-treated groups, versus the vehicle group, was calculated based on tumor volume. Statistical tests were performed with the SAS 9.2 (SAS Institute Japan Ltd., Tokyo, Japan) TS2M3-based EXSUS system version 7.7.1 (CAC Corporation, Tokyo, Japan). The Dunnett test was used to compare tumor volume in the tirabrutinib- and vehicle-treated groups, and linear regression analysis was used to study dose response in the tirabrutinib groups. The statistical tests were two-sided with a 5% significance level. A significant difference from vehicle in at least one tirabrutinib group and significant slope in the linear regression line were considered to indicate a dose-dependent effect.

### *In vivo* pharmacodynamics analysis

The TMD8 xenograft model mice after 21 days twice daily (BID) treatment with vehicle or various doses of tirabrutinib were used for the analysis. One hour after the final dosing, mice underwent laparotomy under isoflurane anesthesia and were sacrificed by exsanguination; tumors were collected. After measuring the wet weight, each tumor was placed on a 70-μm cell strainer (BD Falcon, Franklin Lakes, NJ, USA) placed in one well of a six-well plate on ice. After adding an amount of precooled culture medium, tumor cells were detached. The cell suspension was transferred to a tube and centrifuged for 8 min at 400 × *g*. Supernatant was excluded by aspiration, and cells were resuspended in culture medium. The tumor suspension was diluted with culture medium to a cell density of 1.0 × 10^6^ cells/mL and pipetted into a 96-well plate. Cells were treated with phosphatase inhibitor cocktail 2 (PPTI; Sigma-Aldrich) for 30 min at 37°C, 5% CO_2_/95% air, and then either treated with PBS (unstimulated control) or H_2_O_2_ solution (final concentration: 3 mM) was added. Cells were incubated for a further 10 min. Fix Buffer 1 (BD Biosciences, Franklin Lakes, NJ, USA) was added to each well, and the plate was centrifuged for 8 min at 400 × *g* at room temperature; the supernatant was removed by decantation. Each sample was washed twice with Perm Wash Buffer (BD Biosciences) before the addition of rabbit monoclonal p-BTK antibody (Tyr-223) (Novus Biologicals, #NB100-79907) diluted 500-fold with Perm Wash Buffer and 30-min incubation in the dark at room temperature. Cells underwent two rounds of Perm Wash buffer washes and centrifugation before the addition of the secondary antibody (100 μL Alexa Fluor 488 [Fab’] 2 fragments of goat anti-rabbit IgG [H+L]; Thermo Fisher Scientific) diluted 5,000-fold with Perm Wash buffer. After a 30-min incubation in the dark at room temperature, cells were washed once more and suspended with Stain Buffer (BD Biosciences). Cytomics FC500 MPL and data analysis software CXP Analysis (both from Beckman Coulter K.K, Shizuoka, Japan) were used for flow cytometry analysis. A gate containing the cell population of interest was created in a forward scatter and side scatter dot plot. Measurement samples were prepared by adding 250 μL of 7-AAD (BD Biosciences; diluted 50-fold in culture medium) to 250 μL of each tumor suspension to detect dead cells. The 7-AAD-positive cell rate (%) and the mean fluorescent intensity of BTK phosphorylation in cells in the relevant gate were measured. Samples in which the dead tumor cell rate (%) was > 30% were not considered suitable for accurate measurement of BTK phosphorylation.

### Gene expression microarray analysis

The TMD8 xenograft model was also used for microarray analysis. When the mean tumor volume in the mouse xenograft model had reached about 150 mm^3^, tirabrutinib was administered to each mouse twice daily. After 21 days of drug administration and 24 h after the final dose, the mice underwent laparotomy under isoflurane anesthesia and were sacrificed by exsanguination. Tumors were collected and quickly frozen with liquid nitrogen. RNA extraction and gene expression microarray analysis were performed at LSI Medience Corporation (Tokyo, Japan) using the miRNeasy® mini kit (Qiagen, Hilden, Germany) and the Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturers’ instructions. The DNA microarray results were processed using Expressionist Analyst (GeneData, Basel, Switzerland) and Excel. The microarray data are accessible through the Gene Expression Omnibus (GEO; GSE 210284).

Gene set enrichment analyses (GSEA) were performed using GSEA version 4.1.0 [34] with hallmark [35], C2, C3, C5, C6, C7, and C8 signatures in mSigDB version 7.4 [36]. The samples from tirabrutinib 10 mg/kg-administered mice (N = 9) and control mice (N = 8) were compared with the default settings of GSEA, except for the permutation method. As the expression of many genes differed between the two groups and sample-wise permutation has many false-positive results, we used gene-wise permutation.

## Results

### Selectivity profile of tirabrutinib: Results from *in vitro* kinase assays

In the comprehensive evaluation of kinase-binding inhibitory activity conducted against a panel of 442 kinases, only five kinases were inhibited by tirabrutinib at 300 nM to a level greater than 65%: BTK, 97%; TEC, 92.2%; BMX, 89%; HUNK, 89%; and RIPK2, 67% (**S2 Table**). Compared with the first-generation inhibitor ibrutinib, tirabrutinib and the other second-generation BTK inhibitors (acalabrutinib and zanubrutinib) demonstrated more selective kinase binding (**Fig 1**).

**Fig 1:**
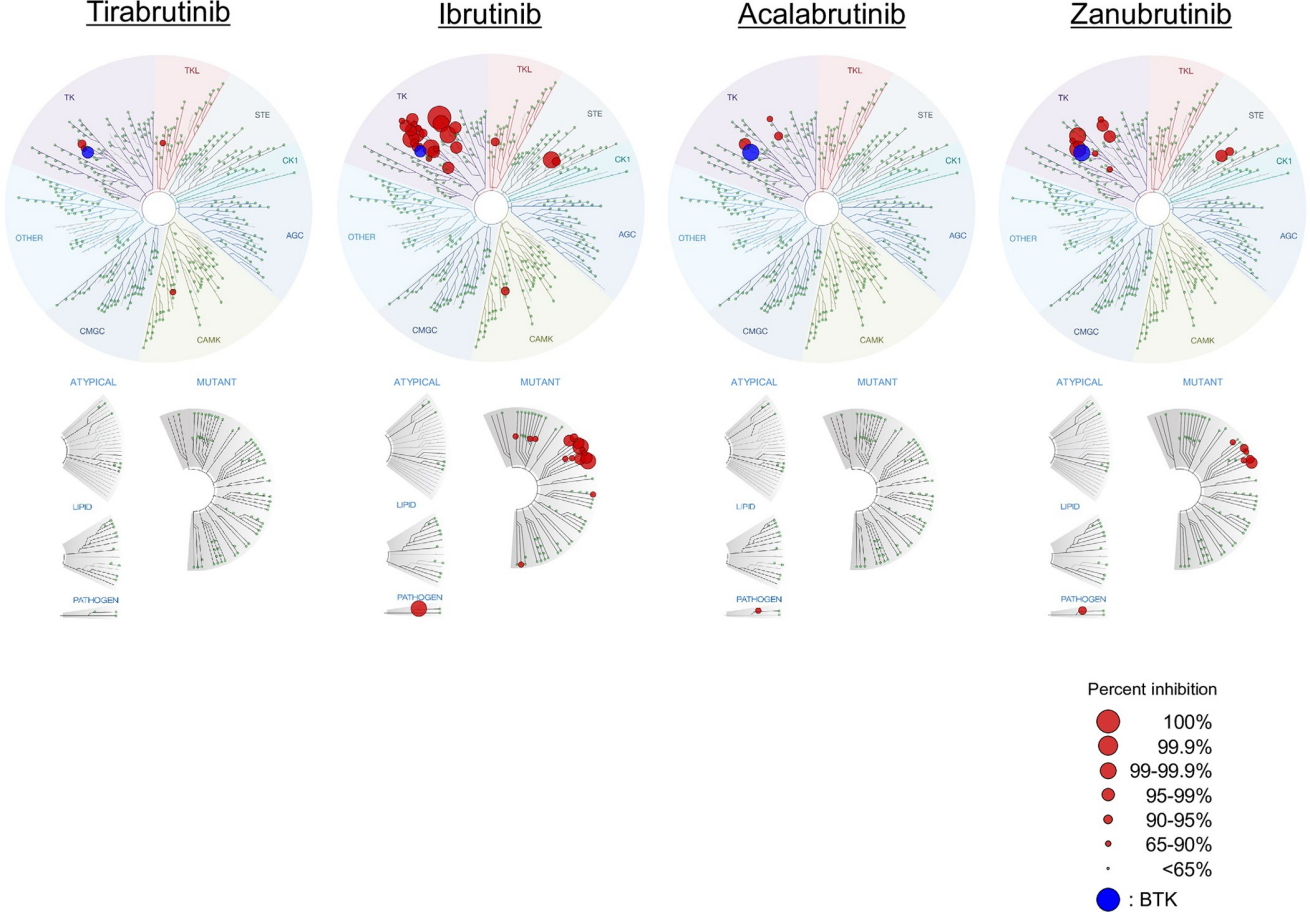
Kinome profiling using the KINOMEscan assay for the first- and second-generation BTK inhibitors. KINOMEscan profile against 442 kinases at 300 nM are shown as a TreeSpot diagram, which depicts all test kinases on a circular dendrogram of the human kinome, with interacting kinases (percent inhibition; >65%) shown in blue (BTK) or red (kinases other than BTK); non-interacting kinases are represented as small green dots. The images were generated using TREEspot™ Software Tool and reprinted with permission from KINOMEscan™, a division of Eurofins Corporation (© DISCOVERX CORPORATION 2010). BTK, Bruton’s tyrosine kinase.

The results of selectivity evaluations against the selected 13 kinases are shown in **Table 1**. Among the selected kinases, FYN, LCK, and LYNa are analogous kinases of BTK, and nine tyrosine kinases, BLK, BMX, EGFR, ERBB2, ERBB4, ITK, JAK3, TXK, and TEC, have a cysteine residue in the active site like BTK. CSK was also selected because it is reportedly inhibited by ibrutinib and is responsible for off-target toxicity [37]. All the second-generation inhibitors, including tirabrutinib, were more selective against BTK compared with ibrutinib. Of the 13 kinases evaluated for selectivity, only two kinases, BMX and TEC, were within 10-fold selectivity for tirabrutinib. Tirabrutinib showed more than 700-fold selectivity against FYN and LYNa (kinases located upstream of BTK, which are involved in BCR signaling) and more than 200-fold selectivity against ITK, JAK3, LCK, and FYN (kinases involved in T-cell receptor signaling), indicating extremely low off-target kinase inhibition. Tirabrutinib also showed >3597, 3097, 64, and 162-fold selectivity against EGFR, ERBB2, ERBB4, and CSK, respectively.

**Table 1:** Selectivity of first-and second-generation BTK inhibitors against 13 kinases.

	Tirabrutinib		Ibrutinib		Acalabrutinib		Zanubrutinib	
	IC_50_ (nM)	Selectivity	IC_50_ (nM)	Selectivity	IC_50_ (nM)	Selectivity	IC_50_ (nM)	Selectivity
BTK^a^	2.78	1	0.256	1	4.95	1	0.285	1
FYN	2220	799	55.0	215	>10000	>2020	1659	5821
LYNa	3490	1255	17.8	70	>10000	>2020	734	2575
LCK	788	283	5.87	23	5204	1051	369	1293
BLK	1280	460	0.155	0.6	2270	459	1.71	6
BMX	3.16	1	0.747	3	45.1	9	1.26	4
EGFR	>10000	>3597	1.71	7	>10000	>2020	10.7	38
ERBB2	8610	3097	3.01	12	370	75	34.8	122
ERBB4	177	64	0.325	1	30.1	6	2.63	9
ITK	>10000	>3597	21.9	86	>10000	>2020	346	1214
JAK3	>10000	>3597	14.5	57	>10000	>2020	811	2846
TXK	54.5	20	4.89	19	273	55	4.59	16
TEC	9.92	4	1.37	5	13.9	3	4.47	16
CSK	449	162	10.7	42	6653	1344	194	680

^a^BTK was used as the reference kinase for calculating the selectivity of the other 13 kinases evaluated.

IC_50_, Half-maximal inhibitory concentration.

### Selectivity of tirabrutinib in *in vitro* cellular systems

The data from the PBMC stimulation assays are reported in **Fig 2A**. Tirabrutinib inhibited anti-IgM-stimulated B-cell activation in a concentration-dependent manner, with an IC_50_ value of 13.8 nM. Conversely, tirabrutinib did not inhibit anti-CD3/CD28-stimulated T-cell activation even at the highest concentration of 10 μM, indicating that tirabrutinib selectively suppressed the B-cell activation marker (CD69) without contributing to T-cell activation.

**Fig 2:**
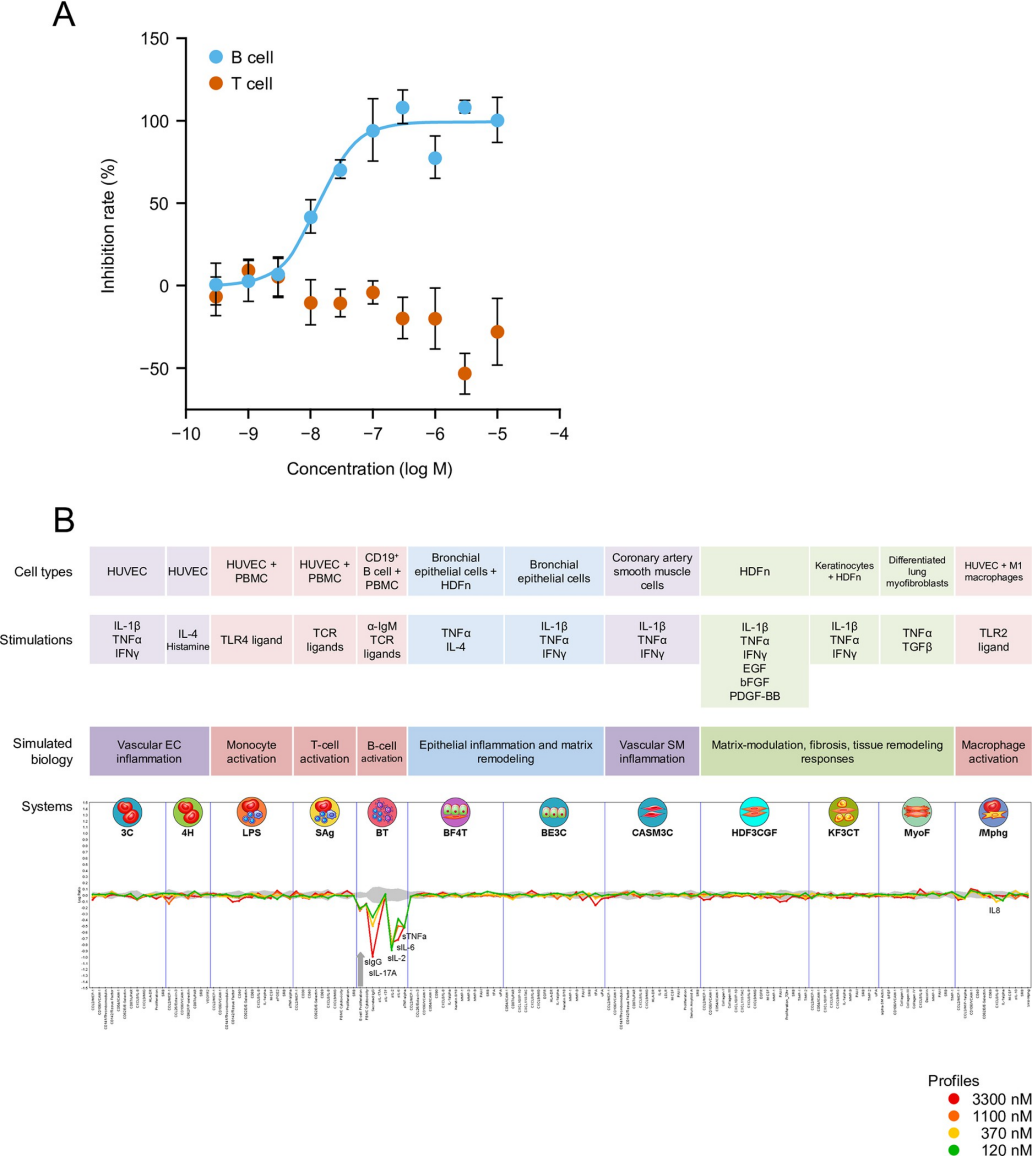
Selectivity of tirabrutinib in *in vitro* cellular systems. (A) PBMC activation assays. (B) BioMAP evaluation. (A) Effect of tirabrutinib on B and T cells activation. Human peripheral blood mononuclear cells were treated with vehicle or tirabrutinib, stimulated with anti-IgM or anti-CD3/CD28 antibodies, and labelled with fluorescent anti-CD3, anti-CD20, and anti-CD69 antibodies. After separation by flow cytometry, mean fluorescence intensity of CD69 in each cell population was measured. Values are the mean inhibition rate of three samples ± standard error. (B) The X-axis lists the quantitative protein-based biomarker readouts measured in each system. The Y-axis represents a log-transformed ratio of the biomarker readouts for the tirabrutinib-treated sample (N = 1) over vehicle controls (N ≥ 6). The grey region around the Y-axis represents the 95% significance envelope generated from historical vehicle controls. Biomarker activities are annotated when two or more consecutive concentrations change in the same direction relative to vehicle controls, are outside the significance envelope, and have at least one concentration with an effect size >20% (|log10 ratio| > 0.1). The thick grey arrow denotes antiproliferative effects, which only require one concentration to meet the indicated threshold for profile annotation. bFGF, basic fibroblast growth factor; EGF, epidermal growth factor; HDFn, human neonatal dermal fibroblasts; HUVEC, human umbilical vein endothelial cells; IFN, interferon; Ig, immunoglobulin; IL, interleukin; PBMC, peripheral blood mononuclear cells; PDGF, platelet-derived growth factor; TCR, T-cell receptor; TGF, transforming growth factor; TLR, Toll-like receptor; TNF, tumor necrosis factor.

**Fig 2B** shows the results obtained from the BioMAP system. Tirabrutinib showed a concentration-dependent inhibitory effect on the BT system (a model of T-cell-dependent B-cell activation), specifically inhibiting B-cell growth and the production of IgG and various cytokines (i.e., interleukin [IL]-6, IL-17A, and tumor necrosis factor [TNF]α). There was no significant effect of tirabrutinib in other evaluation systems such as the T-cell and fibroblast activation systems, further supporting the evidence that tirabrutinib selectively affects B-cells.

### *In vitro* efficacy of tirabrutinib and comprehensive analysis of downstream signaling by phosphoproteomics in ABC-DLBCL cell lines

Tirabrutinib was shown to inhibit the growth of both TMD8 and U-2932 cells (**Fig 3A**). For TMD8 cells, the IC_50_ was 3.59 nM, and the maximum growth inhibition rate was 98.6% at 100 nM. For U-2932 cells, the IC_50_ was 27.6 nM, and the maximum growth inhibition rate was 30.8% at 100 nM. Tirabrutinib inhibited BTK autophosphorylation at Tyr-223 in both cells in a concentration-dependent manner (**Fig 3B**), with the IC_50_ values (23.9 nM for TMD8 and 12.0 nM for U-2932) being comparable to the IC_50_ for growth inhibition. Thus, proliferation appears to be inhibited by tirabrutinib via inhibition of BTK phosphorylation.

**Fig 3:**
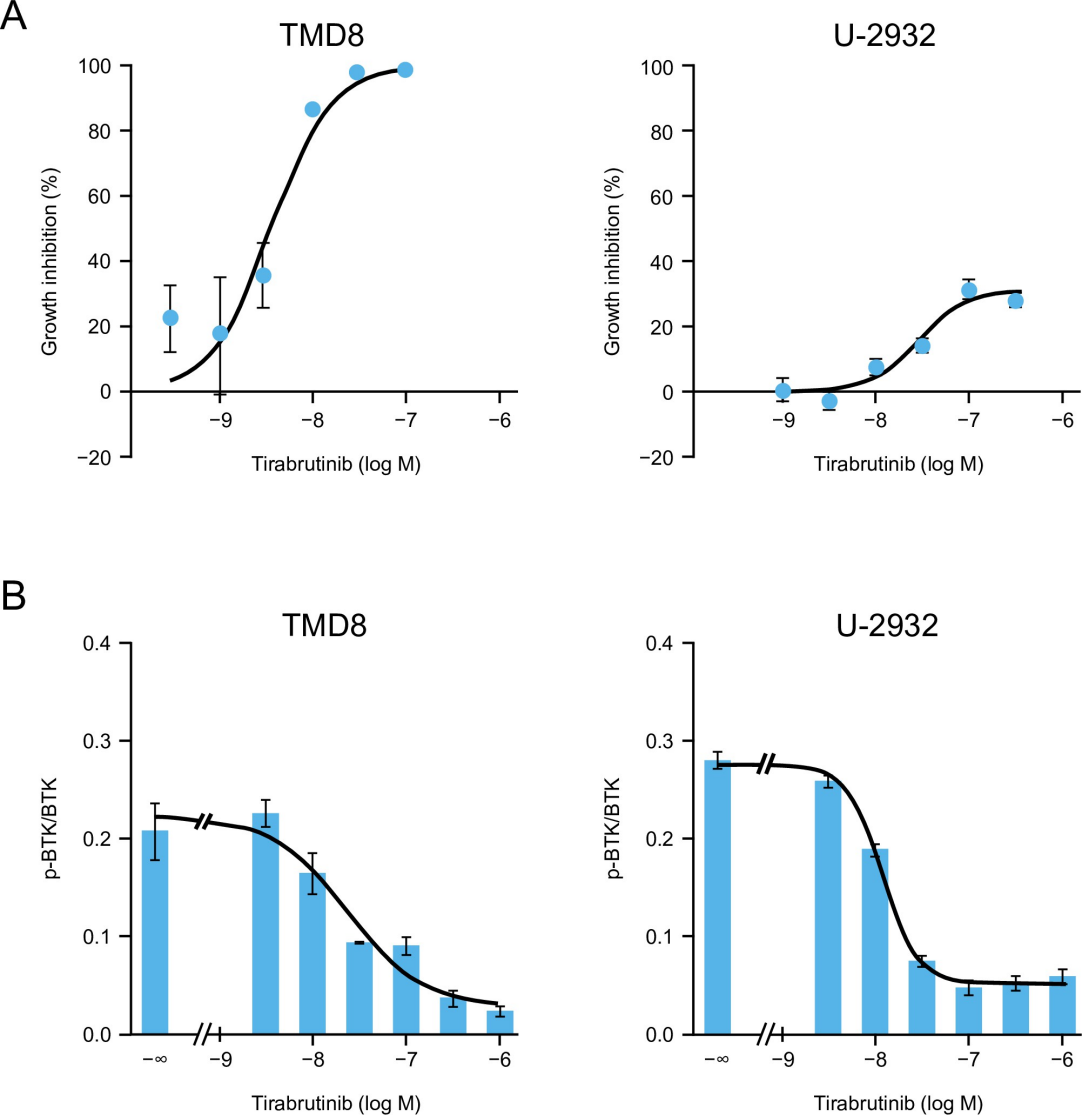
Antiproliferative activity (A) and BTK autophosphorylation inhibitory effects (B) of tirabrutinib. (A) TMD8 or U-2932 cells were treated with vehicle or different concentrations of tirabrutinib and incubated for 72 h at 37°C, 5% CO_2_/95% air. After culturing, the growth inhibition rate (%) was calculated by measuring a luminescent signal proportional to the amount of intracellular ATP using the CellTiter-Glo Luminescent Cell Viability Assay. The growth inhibition rate in the tirabrutinib group is plotted as the mean of 3 or 4 treated cultures from each treatment group ± standard error for TMD8 or U-2932, respectively. (B) TMD8 or U-2932 cells were treated with vehicle or different concentrations of tirabrutinib and incubated for 4 h at 37°C, 5% CO_2_/95% air. Autophosphorylated BTK (p-BTK) and total BTK (BTK) proteins were detected by western blot analysis. The intensity of each western blot band shown in **S1 Fig** was determined. The ratio of phosphorylated to total BTK is described as the mean of three cases ± standard error in the bar chart. The symbol -∞ indicates the vehicle group. The curve was estimated by nonlinear regression analysis using a four-parameter logistic model. BTK, Bruton’s tyrosine kinase.

Next, we conducted a phosphoproteomic analysis to investigate phosphoregulation induced by 1-h treatment with tirabrutinib in TMD8 and U-2932 cells, which would result in anti-tumor efficacy. In TMD8 cells, 6,147 distinct phosphoproteins were identified, within which 11,445 distinct phosphorylation sites could be localized to specific serine, threonine, or tyrosine residues with high confidence (*P* ≥ 0.75) and were thus classified as class I phosphosites. The overall abundances of Ser(P), Thr(P), and Tyr(P) were 84.6%, 14.4%, and 1.0%, respectively. In replicate analyses, 9,497 distinct phosphosites were identified and quantified, representing a large overlap between the 10,460 and 10,482 phosphorylation sites assigned in the individual experiments. In U-2932 cells, more than 5,563 distinct phosphoproteins and 11,493 distinct phosphorylation sites (class I phosphosites) were identified with high confidence (*P* ≥ 0.75). The overall abundances of Ser(P), Thr(P), and Tyr(P) were 84.6%, 14.8%, and 0.7%, respectively. In replicate analyses, 9,740 distinct phosphosites were identified and quantified, again representing a large overlap between the individual experiments (10,449 and 10,784 sites).

**Fig 4** shows the number of upregulated and downregulated phosphorylation sites in TMD8 and U-2932 cells according to the applied ratio threshold criteria. A total of 138 phosphorylation sites, derived from 125 distinct phosphoproteins, were found to be downregulated in TMD8 cells (1.5% of all quantified sites) (**S3 Table**). The upregulated fraction consisted of 15 sites from 15 phosphoproteins (0.2% of all quantified sites). In U-2932 cells, only 30 phosphorylation sites from 28 distinct phosphoproteins were suppressed (0.3% of all quantified sites) and four phosphorylation sites from four phosphoproteins were induced (0.04% of all quantified sites) (**S4 Table**). Regarding the downregulated phosphorylation sites, five site-specific phosphorylation events that underwent significant regulation in both cell lines were identified (**Table 2**). For the upregulated phosphorylation sites, there was no overlap in TMD8 and U-2932.

**Fig 4:**
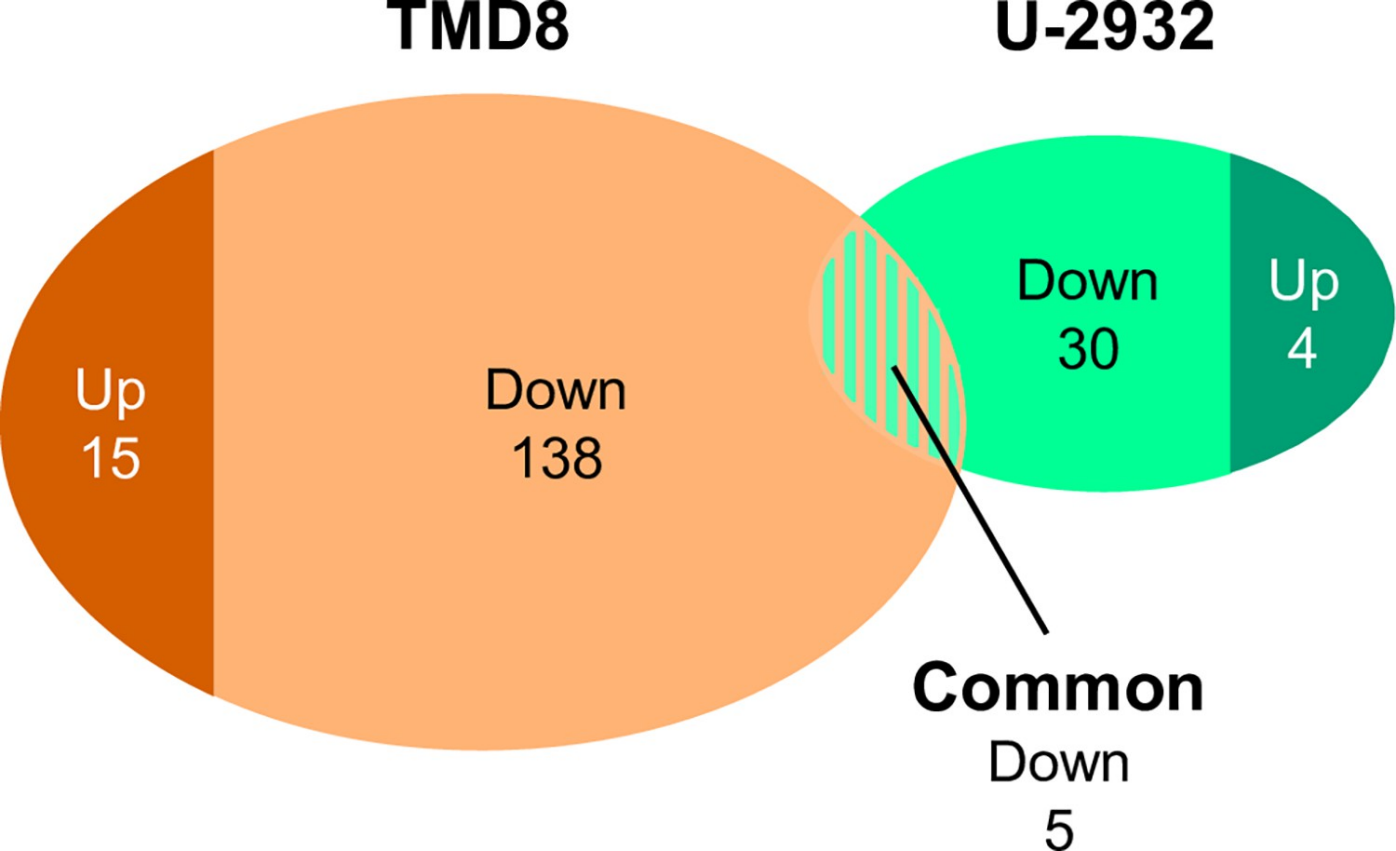
Number of upregulated or downregulated phosphorylation sites in TMD8 and U-2932 cells.

**Table 2:** Significantly downregulated phosphosites in both TMD8 and U-2932 cells.

Protein	Gene	Position	Sequence window	Tirabrutinib/ctrl. TMD8 rep. 1	Tirabrutinib/ctrl. TMD8 rep. 2	Tirabrutinib/ctrl. U-2932 rep. 1	Tirabrutinib/ctrl. U-2932 rep. 2
Inositol 1,4,5-trisphosphate 3-kinase B	*ITPKB*	S43	PRRAVLSPGSVFS	0.41	0.48	0.57	0.58
Golgi vesicular membrane-trafficking protein p18	*BET1*	S50	TAIKSLSIEIGHE	0.29	0.50	0.57	0.61
Vesicle-associated membrane protein-associated protein B/C	*VAPB*	S158	IVSKSLSSSLDDT	0.44	0.54	0.66	0.60
Extracellular signal-regulated kinase 2	*MAPK1*	Y187	TGFLTEYVATRWY	0.34	0.47	0.23	0.41
Beta-adrenergic receptor kinase 1	*ADRBK1*	S685	PLVQRGSANGL_	0.54	0.38	0.61	0.64

Among the five common significantly downregulated phosphosites, ERK2 activation loop phosphorylation on Tyr-187 was suppressed to comparable levels in both cell lines. The phosphokinase inositol 1,4,5-trisphosphate 3-kinase B, which acts as a feedback inhibitor of BCR-induced store-operated Ca^2+^entry [38], underwent site-specific downregulation on Ser-43, although the significance of this phosphosite is unclear. A GPCR kinase, beta-adrenergic receptor kinase 1 (GRK2) was also found to be downregulated on Ser-685. This phosphosite is reported to be phosphorylated by messenger-governed kinases, such as PKA and PKC, which is involved in desensitization and attenuation of G protein coupling [39,40]. Ser-50 of Golgi vesicular membrane-trafficking protein p18 and Ser-158 of vesicle-associated membrane protein-associated protein B/C were downregulated by tirabrutinib, although there are no reports to describe the function of these phosphosites.

Downregulated phosphosites, specifically in the TMD8 cell lines, included kinases, transcription factors, and other proteins, such as AKT substrates (**Table 3**). Regarding kinases, in addition to ERK1 activation loop phosphorylation on Tyr-204, two sites in the MAPK pathway-associated enzymes Raf-1 and ribosomal S6 kinase 1 (RSK1) were repressed upon tirabrutinib treatment on Ser-1055 and Ser-741, respectively. Although the responsible kinase for C-terminal Ser-741 phosphorylation on RSK1 is not yet known, Raf-1 phosphorylation on Ser-1055 (according to the protein isoform assignment in our database search, identical with Ser-642 in the UniProtKB entry P04049) is known to be directly phosphorylated by ERK kinases [41]. We also detected reproducible inhibition of phosphosites on the related protein kinases PKD2 and PKD3/PKCν, including repression of Ser-710, which is known to lead to catalytic activity of PKD2 and Ser-735, which in turn, is reported to coincide with the kinase activation of PKD3/PKCν [42,43].

**Table 3:** Significantly downregulated phosphosites in TMD8 cells.

Protein	Gene	Position	Sequence window	Tirabrutinib/ctrl. TMD8 rep. 1	Tirabrutinib/ctrl. TMD8 rep. 2	Tirabrutinib/ctrl. U-2932 rep. 1	Tirabrutinib/ctrl. U-2932 rep. 2
Extracellular signal-regulated kinase 1	*MAPK3*	Y204	TGFLTEYVATRWY	0.26	0.42	-	-
Proto-oncogene c-RAF kinase	*RAF1*	S1055	ACTLTTSPRLPVF	0.61	0.61	-	-
90 kDa ribosomal protein S6 kinase 1 (RSK1)	*RPS6KA1*	S741	RVRKLPSTTL_	0.61	0.59	1.16	0.87
Serine/threonine-protein kinase D2 (PKD2)	*PRKD2*	S214	RLGTSESLPCTAE	0.46	0.48	-	-
Serine/threonine-protein kinase D2 (PKD2)	*PRKD2*	S206	SLASGHSVRLGTS	0.32	0.48	0.86	0.83
Serine/threonine-protein kinase D2 (PKD2)	*PRKD2*	S710	EKSFRRSVVGTPA	0.45	0.56	0.90	0.77
PKCν (PKD3)	*PRKD3*	S735	EKSFRRSVVGTPA	0.41	0.43	0.85	0.77
Serine/threonine-protein kinase TAO1	*TAOK1*	S9	STNRAGSLKDPEI	0.65	0.43	1.06	0.57
Lymphocyte-oriented kinase	*LOK*	S13	RRILRLSTFEKRK	0.48	0.60	0.85	0.77
Sugen kinase 223	*SGK223*	S889	EKAFKGSGHWLPA	0.48	0.47	-	-
Serine/threonine-protein kinase QSK	*SIK3*	S808	PLSKQLSADSAEA	0.47	0.55	1.07	0.97
Receptor-interacting serine/threonine-protein kinase 2	*RIPK2*	S531	VVSRSPSLNLLQN	0.54	0.59	1.03	0.75
Activating transcription factor 2	*ATF2*	T69	VIVADQTPTPTRF	0.53	0.53	-	-
Activating transcription factor 2	*ATF2*	T71	VADQTPTPTRFLK	0.50	0.53	0.99	0.86
ETS domain-containing protein Elk-1	*ELK1*	S501	STPVVLSPGPQKP	0.33	0.48	-	-
ETS domain-containing transcription factor ERF	*ERF*	S327	VYNYHLSPRAFLH	0.59	0.50	-	-
ETS translocation variant 3	*ETV3*	S245	MYPDPHSPFAVSP	0.30	0.28	-	-
ETS translocation variant 3	*ETV3*	S250	HSPFAVSPIPGRG	0.30	0.28	-	-
Myb-like protein 2	*BMYB*	T487	QKVVVTTPLHRDK	0.67	0.50	-	-
Transcription factor RelB	*RELB*	S37	ELGALGSPDLSSL	0.68	0.59	0.93	0.87
Nuclear factor of activated T-cells, cytoplasmic 2	*NFATC2*	S759	QRSKSLSPSLLGY	0.67	0.61	1.14	1.19
Nuclear factor of activated T-cells, cytoplasmic 2	*NFATC2*	S243	PVPRPASRSSSPG	0.65	0.59	-	-
Mitogen-activated protein kinase kinase kinase 7-interacting protein 2 (TAB2)	*TAB2*	S450	GNNSATSPRVVVT	0.61	0.66	1.05	0.98
L-plastin	*LCP1*	S5	_MARGSVSDEEM	0.52	0.52	0.90	0.88
Nuclear cap-binding protein subunit 1	*NCBP*	S22	HKRRKTSDANETE	0.49	0.50	-	1.04
B-cell adapter for phosphoinositide 3-kinase	*BCAP*	Y570	ERPGNFYVSSESI	0.51	0.41	-	-
Astrocytic phosphoprotein PEA-15	*PEA15*	S137	DIIRQPSEEEIIK	0.35	0.29	1.18	1.03
Sodium/hydrogen exchanger 1	*NHE1*	S703	SRARIGSDPLAYE	0.55	0.51	-	-
Heat shock 27 kDa protein	*HSP27*	S82	ALSRQLSSGVSEI	0.62	0.60	1.09	0.76
Nuclease-sensitive element-binding protein 1 (YB-1)	*YBX1*	S102	PRKYLRSVGDGET	0.60	0.46	-	-
40 kDa proline-rich AKT substrate (PRAS40)	*AKT1S1*	T246	PRPRLNTSDFQKL	0.61	0.51	0.84	0.87

Regarding transcription factors, activating transcription factor 2 (ATF2) phosphorylation was reduced by approximately 50% on the adjacent residues Thr-69 and Thr-71, which have been reported to activate transcriptional factor activity of ATF2 [44]. Thr-71 phosphorylation has been reported downstream of the Ras-MEK-ERK pathway [45]. We also detected reduced phosphorylation of Ser-501 of the erythroblast transformation-specific (ETS) domain-containing protein Elk-1 (corresponds to Ser-422 in the UniProtKB entry P19419), a member of the ETS family. This residue is known to be phosphorylated by ERK1 and involves ternary complex formation, which is a prerequisite for manifesting transactivation potential [46]. As for other transcription factors, site-specific downregulation of phosphosites was detected on Myb-like protein 2 (BMYB) (involved in cell cycle progression [47]), transcription factors as diverse as RelB (a member of the nuclear factor-κB [NF-κB] complex in alternative NF-κB pathway [48]), and nuclear factor of activated T-cells cytoplasmic 2 (NFATC2), although the functions of all the regulated phosphosites by tirabrutinib are unknown.

Other proteins with significantly downregulated phosphosites other than kinases and transcriptional factors were also detected. Tirabrutinib-induced suppression of Ser-450 phosphorylation on MAPKK kinase 7-interacting protein 2 (TAB2), an adaptor protein linked to NF-κB control by the serine/threonine kinase MAP3K7 (TAK1) [49], although the significance of this site is unclear. Tyr-570 phosphorylation on the protein B-cell adapter for phosphoinositide 3-kinase (BCAP) was also suppressed by tirabrutinib. BCAP is reported to play a role in connecting B-cell antigen receptor signaling to phosphoinositide 3-kinase activation through tyrosine phosphorylation [50]. In addition, we identified five distinct AKT substrate proteins, which were all downregulated by tirabrutinib: phosphoprotein enriched in astrocytes 15 (PEA-15), sodium-hydrogen exchanger 1, heat shock protein 27 (Hsp27), nuclease-sensitive element-binding protein 1 (YB-1), and 40-kDa proline-rich AKT substrate (PRAS40). All the identified downregulated phosphosites are reported to be phosphorylated by AKT, while the contribution of AKT is questionable for Ser-703 in sodium-hydrogen exchanger 1 [51–56].

To examine the difference between TMD8 and U2932 in the regulation of BTK downstream signaling by tirabrutinib, PLCγ2, a reported BTK substrate, and other reported or novel direct/indirect downstream effectors in the phosphoproteomic data were sorted (**S5 Table**) and analyzed. Significant suppression was not observed in all the phosphosites of PLCγ2 in either cell line in the phosphoproteomic analysis. In western blot analysis, phosphorylation of PLCγ2 at Tyr-759, which is reported to be phosphorylated by BTK and correlates with the lipase activity of PLCγ2 [57], was inhibited after 1 h of treatment with tirabrutinib at a similar concentration range as that required for the suppression of BTK autophosphorylation in both cell lines (**S2 Fig**). ERK and AKT signaling immunoblot data were consistent with phosphoproteomic data in both TMD8 and U-2932 cells (**S2 and S3 Figs**). Regarding NF-κB signaling, all the phosphorylated sites in the related effectors, including IKKβ and p65, were not downregulated by tirabrutinib in either cell line in the phosphoproteomic analysis. In western blot analysis, however, p-IκBα at S32/36, which is critical for the activation of NF-κB signaling [58], was inhibited after treatment with tirabrutinib for 4 h in both cell lines (**S3 Fig**).

### *In vivo* efficacy of tirabrutinib and comprehensive analysis of downstream signaling by microarray in TMD8

In the TMD8 subcutaneous xenograft transplantation model, tirabrutinib showed a dose-dependent anti-tumor effect. Three tirabrutinib doses (1, 3, and 10 mg/kg BID) were evaluated for anti-tumor effect, and dose-dependent inhibition was observed (**Fig 5A**). After repeated administration of the same three doses of tirabrutinib, inhibition of BTK phosphorylation in tumors was evaluated 1 h after the last dose, indicating a dose-dependent reduction in BTK phosphorylation (**Fig 5B**). Taken together, these results indicate that in this model, tirabrutinib exerted anti-tumor effects in response to BTK inhibition.

**Fig 5:**
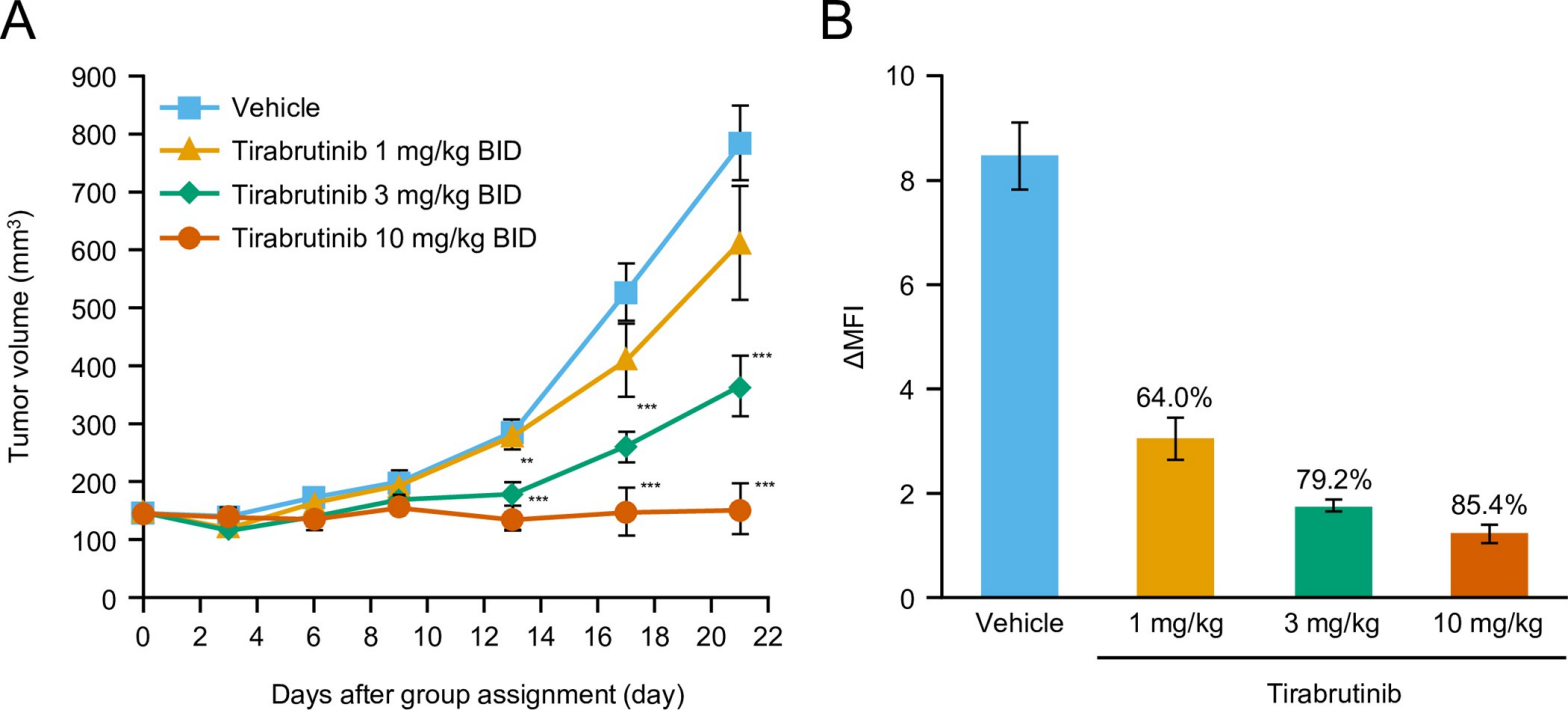
*In vivo* analyses using mouse xenograft models. (A) Anti-tumor effect of tirabrutinib in a mouse xenograft model. (B) Effect of tirabrutinib on BTK phosphorylation in the mouse xenograft model. A TMD8 cell suspension (0.1 mL, 1 × 10^8^ cells/mL) was subcutaneously implanted in SCID mice under pentobarbital anesthesia. Animals were randomized into groups based on tumor volume calculated from the measurement of tumor diameter on the day after implantation. Tirabrutinib or 0.5% methyl cellulose was orally administered twice daily for 21 days, starting on day 0 (the group assignment day). Tumor diameter was measured, and tumor volume was calculated every 3 or 4 days after group assignment. (A) Tumor volume in the figure is expressed as the mean ± standard error in the 10 animals in each group on each measurement day. Dunnett test was used to compare tumor volume in the vehicle- and tirabrutinib-treated groups. A *P*-value of less than 5% was considered statistically significant. **: *P* < 0.01, ***: *P* < 0.001. Results of linear regression analysis in the tirabrutinib-treated group on day 21: The *P*-value of the slope was 0.0001. (B) Tumors were collected 1 h after the final administration. The mean fluorescence intensity (MFI) of BTK phosphorylation in each tumor cell with or without stimulation with H_2_O_2_ was determined. The difference in MFI between the H_2_O_2_-stimulated and unstimulated samples was expressed as the mean ± standard error in 4–8 animals in each group. The BTK phosphorylation inhibition rate (%) in the tirabrutinib-treated groups versus the vehicle group was calculated. BID, twice daily; BTK, Bruton’s tyrosine kinase; MFI, mean fluorescent intensity.

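TMD8 is an ABC-DLBCL cell line, grown here as tumors in mice. Tumor RNA was collected 24 h after the last dose and hybridized to single-colour Agilent human gene expression arrays, with 1 array per mouse. The 25 arrays cover 8 mice in the vehicle group, 8 in the tirabrutinib 3 mg/kg group and 9 in the tirabrutinib 10 mg/kg group. They lie on 6 slides, each with arrays of all 3 groups, and were scanned on 2 days, with 22 arrays on the first and 3 on the second. The authors deposited the scanner output of each array, in which Agilent's software had subtracted the background of every spot but had not normalized between arrays. The 75th percentile of this processed signal was 272 to 480 (median 441) in the vehicle group, 277 to 464 (median 380) in the 3 mg/kg group and 308 to 481 (median 386) in the 10 mg/kg group. Of the 42405 probes, 62.4% to 69.2% were well above background on a vehicle array, 62.7% to 67.7% on a 3 mg/kg array and 63.6% to 68.0% on a 10 mg/kg array. The authors also deposited normalized values, which equal the mean processed signal of a probe times 1 factor per array. At least 98.5% of the probes with a signal over 500 lie within 1% of that factor on every array, and the 75th percentile of each column is 432.

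Starting from the scanner output, log2 of the processed signal was averaged over the spots of each probe after leaving out 252 to 478 spots per array with an outlier flag. The 75th percentile of each array was then subtracted, as the legend of S6 Table states, so that all expression values are log2 signals relative to it. The groups were compared with limma in a single fit of the 25 arrays, over every probe with a value on at least 4 arrays of each group, which all 42405 probes had. Welch's test of log values, which the same legend names, was run on the same values as an alternative and is called the methods' t-test. Gene symbols came from the RefSeq accession of a probe for 26364 probes and from S6 Table for 196 more, which gave 19931 genes. Where a gene has several probes, the brightest over all arrays was used, except for the largest changes, which were ranked by single probe. The other probes are given for the genes of the paper's text that have them and for the largest changes.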

To analyze the mechanism of the anti-tumor effect of tirabrutinib in this model, gene expression in the tumor was comprehensively analyzed by microarray after repeated administration of tirabrutinib at 3 or 10 mg/kg BID for 21 days. 

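Between the 10 mg/kg and vehicle groups, 568 probes were upregulated and 589 downregulated at a fold change of 2 and an unadjusted p of 0.01 in limma's moderated test. All 1157 of them also had a Benjamini-Hochberg adjusted p below 0.05, the largest being 0.0464. Over all probes, 9114 passed an adjusted p of 0.05, of which 4613 were higher and 4501 lower in the 10 mg/kg group. With the methods' t-test the counts were 557 upregulated and 576 downregulated, and 9179 probes passed after the same adjustment. Of the alternatives, normexp background correction, which adds an offset of 50 to every signal and so shrinks the folds of dim probes, moved the counts at a fold change of 2 most, to 140 and 169. The number past an adjusted p of 0.05 moved most with tumor weight as a covariate, to 3754. The 10 mg/kg and vehicle mice did not overlap in 401 of the upregulated and 440 of the downregulated probes. Chance would leave 0.00823% of the probes without overlap, against 3063 of the 42405 observed. At 3 mg/kg, 312 probes were upregulated and 401 downregulated at the same threshold, and 6408 passed an adjusted p of 0.05. At both doses, 289 probes were upregulated and 375 downregulated. Since both doses are compared with the same vehicle mice, 100 sets of unchanged groups were simulated against them. These gave a median of 1 and at most 13 probes called at both doses, against 662 observed among the probes without an empty value.

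Among the genes with a symbol and no overlap between the groups, the 5 largest fitted rises at 10 mg/kg were in ZNF831, OR13A1, ENPP1, LAIR1 and KALRN. ZNF831 was not well above background on any vehicle array and was at least 8.99-fold higher, and KALRN at least 6.02-fold higher for the same reason. Such a bound sets the mean of the brighter group against, on each array of the dimmer group, the higher of the probe's own signal and the lowest signal among probes well above background. OR13A1 rose by 3.71, ENPP1 by 3.67 and LAIR1 by 3.66 on the log2 scale. The 5 largest fitted falls were in LMO3, MUC6, KRT5, ANKRD65 and PSD2. LMO3 was at least 17.3-fold, KRT5 at least 14.6-fold and PSD2 at least 9.21-fold lower, since none was well above background on any 10 mg/kg array. A MUC6 probe fell by 4.96 and ANKRD65 by 4.76 on the log2 scale, with ANKRD65 well above background on 3 of the 9 arrays at 10 mg/kg. The brightest MUC6 probe, well above background on every array, changed by -0.0074 (limma adjusted p = 0.975) and another by -2.08, so the fall is not shared by the probes of this gene. Other probes changed by 3.46 in ENPP1, where it is the brighter one, by 1.75 in OR13A1 and by 1.66 in LAIR1. That of OR13A1 was well above background on only 1 of 8 vehicle arrays, so its change is not well fixed. For this probe 0 mice of the 10 mg/kg group lay above every vehicle mouse. The 2 other KALRN probes were not well above background on any 10 mg/kg array. A gene with only a bound has no fixed rank: the bounds of ZNF831 and KALRN are below the rise of ALOX5, and that of PSD2 is below the fall of CXCL10. In LMO3, MUC6, KRT5 and KALRN, a single mouse of the 10 mg/kg group lay above the other 8 by more than the spread among them. Overall counts of probes called higher include 132 that were not well above background on any vehicle array, and those called lower include 110 that were not on any 10 mg/kg array. BTK, the target of tirabrutinib, had a log2 fold change of 0.091 (standard error 0.081, limma adjusted p = 0.508), and its other probe one of 0.18 (adjusted p = 0.0419). GAPDH changed by -0.13 (standard error 0.06, adjusted p = 0.118), and its adjusted p was 0.0475 with the slide as a block.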

Differentially expressed gene analysis between vehicle and tirabrutinib 10 mg/kg groups showed that 575 probes were downregulated, while 549 probes were upregulated by tirabrutinib treatment (fold change >2 or <0.5, *P* < 0.01) (**S6 Table**). 

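At a fold change of 4 and an unadjusted p of 1e-05, 68 probes were upregulated and 98 downregulated in the 10 mg/kg group against vehicle in limma's test. The mean of the 3 mg/kg group lay between those of the vehicle and 10 mg/kg groups for 164 of these 166 probes (98.8%). The median log2 change of the upregulated probes was 1.99 at 3 mg/kg and 2.44 at 10 mg/kg, and that of the downregulated probes -1.98 and -2.54. Over the set, the median ratio of the change at 3 mg/kg to that at 10 mg/kg was 0.820. The difference between the doses was tested directly. At an unadjusted p of 0.05, 66.9% of the 166 probes changed further at 10 mg/kg than at 3 mg/kg, and 0 the other way. After adjustment over all 42405 probes 17 of them passed, and adjusted over the list alone 103 did, which is not independent evidence since the list was chosen on the same mice. Over all probes, 30 passed an adjusted p of 0.05 between the doses in limma, 11 with the methods' t-test, and 2444 had an unadjusted p below 0.05.

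Because the probes were chosen on the 10 mg/kg mice, the share was also computed on 82 probes chosen at the same threshold in the 3 mg/kg group. Of these, 77 (93.9%) changed further at 10 mg/kg. When the probes were chosen on a random part of the mice and the share taken from the others, it had a median of 96.8% over 100 draws, with a range of 90.2% to 100%. Tumor weights, given without a unit for the same mice, had a geometric mean of 0.319 times that of the vehicle group at 3 mg/kg (exact permutation test, two-sided, p = 0.00482) and 0.193 times at 10 mg/kg (p = 4.11e-04 in the same exact test). The weights of the treated groups had a ratio of 0.605 between 10 and 3 mg/kg, which the exact permutation test did not separate from chance (p = 0.1).

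**Figure D1:**
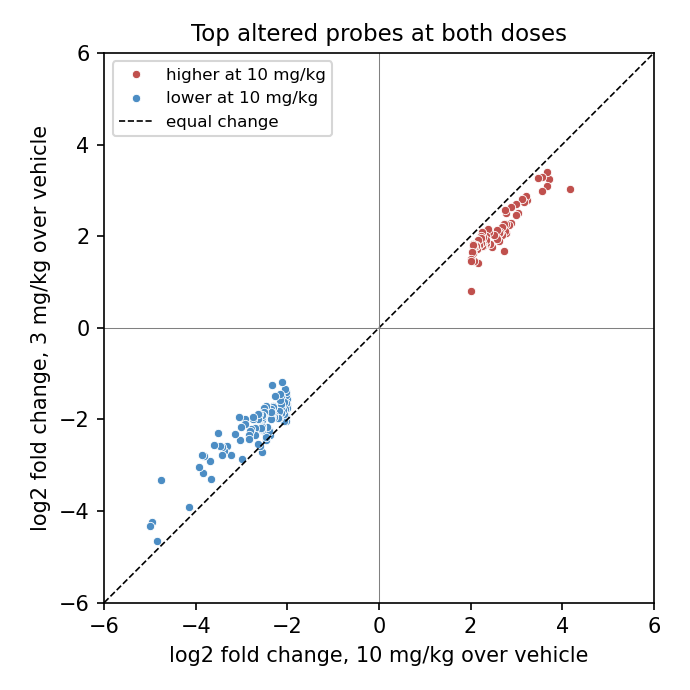
Log2 fold change over vehicle at 10 mg/kg (horizontal axis) and at 3 mg/kg (vertical axis) for the 166 top altered probes, each point a probe and the dashed line equal change at both doses. All 166 points have the same sign at both doses, and 164 lie nearer to 0 at 3 mg/kg.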

Among the probes that had the highest altered expression (threshold is shown in **Fig 6A**), dose-dependent expression change was observed in tirabrutinib 3 mg/kg and 10 mg/kg groups (**Fig 6B**) consistent with tumor response (**Fig 5A**). C-X-C motif chemokine ligand 10 (CXCL10), which is relevant to lymphoma cell survival [59], was significantly downregulated in the tirabrutinib treatment group (fold change 0.068739, *P*-value = 8.62E-12), whereas arachidonic acid 5-lipoxygenase (ALOX5, fold change 9.19, *P*-value = 6.94E-14) was upregulated, which suggests BCR signal suppression [60].

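The expression of CXCL10 was 1.00 ± 0.48 (SD, n = 8 mice) in the vehicle group, -1.80 ± 0.33 (SD, n = 8) in the 3 mg/kg group and -2.82 ± 0.29 (SD, n = 9) in the 10 mg/kg group. Its log2 fold change over vehicle was -3.82 at 10 mg/kg (standard error 0.18, limma adjusted p = 4.39e-14) and -2.80 at 3 mg/kg (standard error 0.18, limma adjusted p = 4.07e-11). The other CXCL10 probe changed by -3.86 at 10 mg/kg, a fold change of 0.0688. Between the doses CXCL10 differed by -1.02 on the log2 scale (limma adjusted p = 0.0213). With normexp correction the change at 10 mg/kg was -2.78. ALOX5 was at 2.18 ± 0.19 (SD, n = 8) in the vehicle group, 5.05 ± 0.22 (SD, n = 8) in the 3 mg/kg group and 5.38 ± 0.11 (SD, n = 9) in the 10 mg/kg group. It rose by 3.20 on the log2 scale at 10 mg/kg (standard error 0.09, limma adjusted p = 8.25e-18), a fold change of 9.22, and by 2.88 at 3 mg/kg. The dose difference in ALOX5 was 0.33, which did not pass adjustment (adjusted p = 0.292). All 9 mice of the 10 mg/kg group lay below every vehicle mouse for CXCL10 and above every vehicle mouse for ALOX5.

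**Figure D2:**
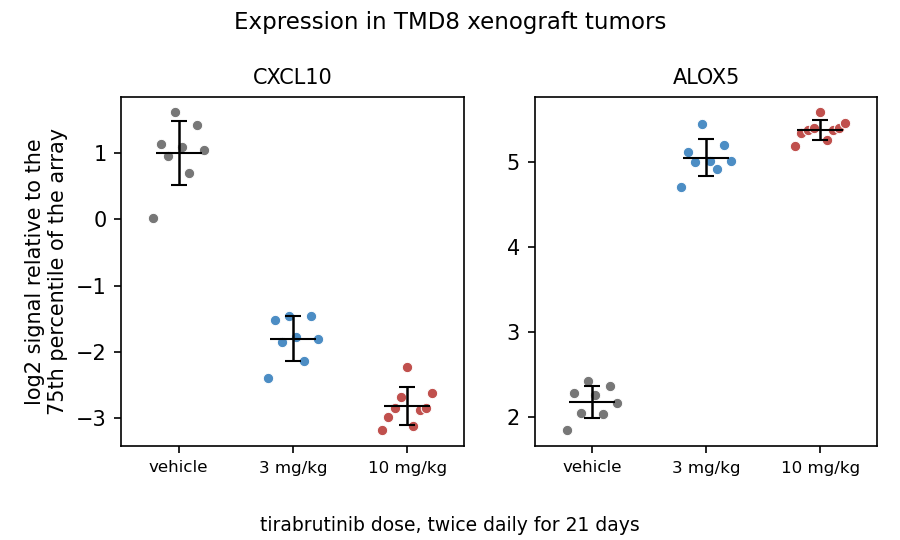
Log2 signal of CXCL10 and ALOX5 relative to the 75th percentile of the array (vertical axes) by dose, with 1 point per mouse, the group mean as a horizontal line and the SD as a bar. CXCL10 lies between 0.02 and 1.61 in the vehicle group and between -3.18 and -2.23 at 10 mg/kg, and ALOX5 between 1.85 and 2.43 and between 5.19 and 5.59.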

**Fig 6:**
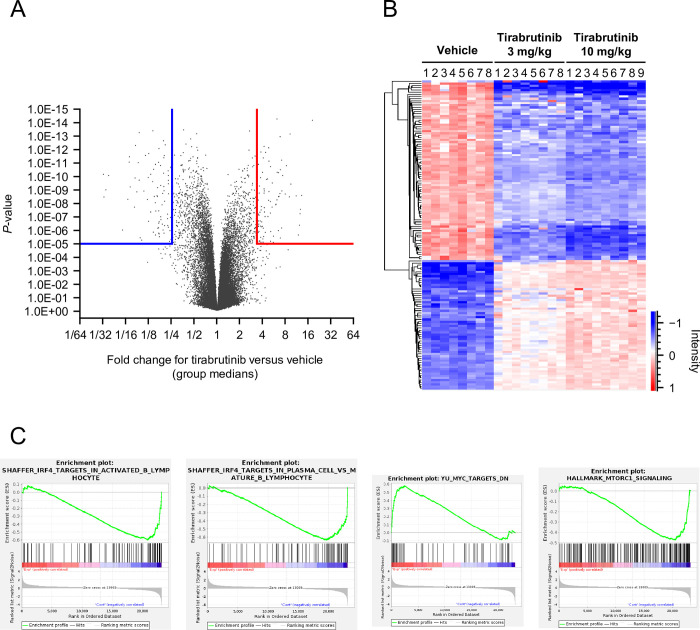
Global gene expression analysis of response to tirabrutinib treatment in a TMD-8 xenograft model. Microarray analysis was conducted in the TMD8 xenograft model after 21 days of tirabrutinib administration. (A) Volcano plot for differential gene expression between the vehicle and tirabrutinib 10 mg/kg group with Welch’s *t* test. (B) Heat map of top altered gene group including 59 upregulated probes and 87 downregulated probes (fold change, >4 or <0.25; *P* < 0.00001) in the vehicle, tirabrutinib 3 mg/kg, and 10 mg/kg groups. (C) Gene set enrichment analysis (GSEA) plots involved in IRF4, MYC, and mTORC1 signaling in the tirabrutinib 10 mg/kg group versus vehicle group.

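Of the 166 top altered probes, the 68 upregulated ones name 59 genes and the 98 downregulated ones name 83 genes. The methods' t-test at the same threshold called 60 upregulated and 87 downregulated probes. With the 3 mg/kg group in place of the 10 mg/kg group, the threshold selected 82 probes in limma's test, of which 79 are also in the 10 mg/kg set. At 3 mg/kg, 165 of the 166 probes had a limma adjusted p below 0.05 against vehicle.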

GSEA was performed to understand molecular mechanisms underlying anti-tumor activity of tirabrutinib in TMD8 tumor (**S7 Table**). 

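IRF4 expression was 4.99 ± 0.14 (SD, n = 8 mice) in the vehicle group, 4.70 ± 0.14 (SD, n = 8) in the 3 mg/kg group and 4.68 ± 0.10 (SD, n = 9) in the 10 mg/kg group. Its log2 fold change at 10 mg/kg was -0.31 (standard error 0.06, limma adjusted p = 6.4e-04), a fold change of 0.804, and all 9 mice lay below the mean of the vehicle group. At 3 mg/kg it was -0.29 (adjusted p = 0.00269). The lowest vehicle mouse has the dimmest array, and with array brightness as a covariate the change at 10 mg/kg was -0.27. The sets of IRF4 target genes that the study used were not analysed here. In their place, a list of 20 genes of plasma cell differentiation, which IRF4 drives, was written before the data were examined and tested with limma's camera. All 20 were well above background on every vehicle array, and 4 of them are printed in S5 Fig. In the 10 mg/kg group 17 of the 20 were lower, with a median log2 fold change of -0.43 and a mean of -0.71 (adjusted p = 1.42e-09 over 10 lists). For 13 genes the fall passed an adjusted p of 0.05 over all probes, and for 13 adjusted over the list alone. The call holds under fry and with an estimated correlation (adjusted p = 5.9e-04). Without PRDM1 and the genes printed in S5 Fig, 12 of the remaining 15 genes were lower (median -0.20), a description and not a test. TNFRSF17 changed by -2.83 and CAV1 by -2.71 at 10 mg/kg, the smallest p-values of the list.

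BCL6 expression was 3.32 ± 0.14 (SD, n = 8) in the vehicle group, 3.47 ± 0.18 (SD, n = 8) in the 3 mg/kg group and 3.59 ± 0.19 (SD, n = 9) in the 10 mg/kg group. The log2 fold change of 0.27 at 10 mg/kg (standard error 0.09, limma adjusted p = 0.0249) corresponds to a fold change of 1.20, and all 9 mice lay above the mean of the vehicle group. It was 0.15 at 3 mg/kg and did not pass there (adjusted p = 0.292), while the difference between the doses was 0.12 (adjusted p = 0.948). The adjusted p of BCL6 at 10 mg/kg was above 0.05 with tumor weight as a covariate (0.198) and with normexp correction (0.0772), and it ranged from 0.013 to 0.198 over the alternatives.

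**Figure D3:**
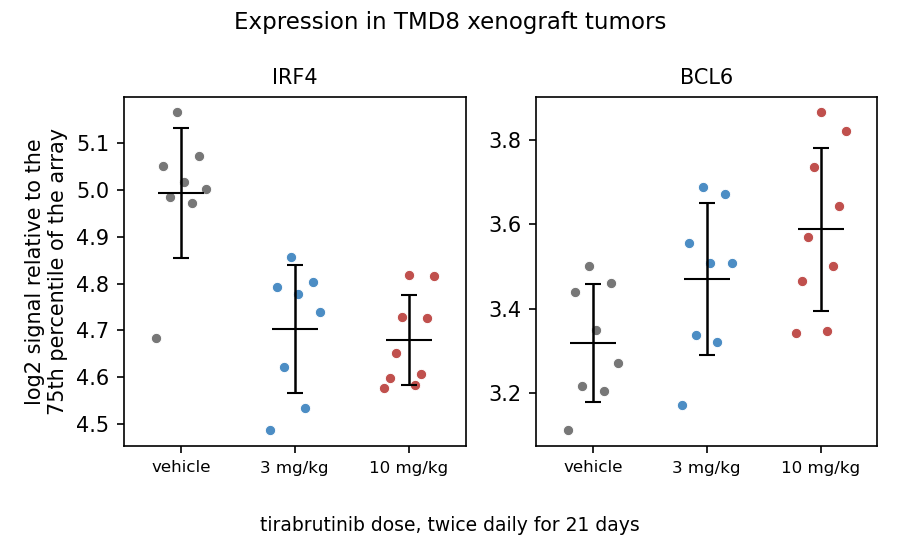
Log2 signal of IRF4 and BCL6 relative to the 75th percentile of the array (vertical axes) by dose, with 1 point per mouse, the group mean as a horizontal line and the SD as a bar. IRF4 lies between 4.68 and 5.17 in the vehicle group and between 4.58 and 4.82 at 10 mg/kg, and BCL6 between 3.11 and 3.50 and between 3.34 and 3.87.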

Tirabrutinib treatment decreased expression of IRF4 (fold change, 0.8; *P* = 0.016), which is a transcription factor acting downstream of the BCR and NF-κB pathway and the master regulator of B cell differentiation, and genes regulated by IRF4 (**Figs 6C, S4 and S5**), while BCL6, which is a key transcriptional repressor for germinal center (GC) B cell and downregulated by IRF4 activation during the course of B cell development, showed increased expression after BTK inhibition (fold change, 1.2; *P* = 0.005) (**S6 Table**). In addition, it is also suggested that the suppression of MYC and mTORC1 signature contributed to the tumor growth inhibition (**Fig 6C**). 

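MYC itself was expressed at 4.38 ± 0.08 (SD, n = 8 mice) in the vehicle group, 4.31 ± 0.11 (SD, n = 8) in the 3 mg/kg group and 4.29 ± 0.13 (SD, n = 9) in the 10 mg/kg group. Its log2 fold change of -0.088 at 10 mg/kg (standard error 0.059, limma adjusted p = 0.35) did not pass adjustment, and 7 of 9 mice lay below the mean of the vehicle group. With tumor weight as a covariate it was 0.0088. The lowest mouse at 10 mg/kg lay apart from the other 8, and without it the change would be nearer to 0. Lists of genes written before the data were examined stand in for the MYC and mTORC1 gene sets, which were not analysed here. In a list of 30 genes of ribosome biogenesis that MYC activates, 29 were higher in the 10 mg/kg group, with a median log2 fold change of 0.22 (camera adjusted p = 7.83e-08 over 10 lists). Of these 19 passed an adjusted p of 0.05 over all probes and 22 adjusted over the list alone. Among processes that mTORC1 promotes, 23 of 27 genes of sterol synthesis were lower, with a median of -0.37 (camera adjusted p = 1.53e-09), and 21 of the falls passed over all probes and 22 adjusted over the list alone. SQLE changed by -0.69 and CYP51A1 by -0.52. Of 30 genes induced by hypoxia and of glycolysis, 26 were lower, with a median of -0.55 (camera adjusted p = 1.31e-10), and 22 falls passed in either adjustment. BNIP3 changed by -1.27 and ENO2 by -1.27. Of 24 genes of amino acid synthesis and transport under ATF4, 15 were lower, with a median of -0.065 and a mean of -0.23 (camera adjusted p = 0.0282). Among those, 8 falls passed over all probes and 9 adjusted over the list alone. ATF5 changed by -2.14 and PHGDH by -0.71. Camera was run with a preset correlation of 0.01. Under fry all 4 calls hold, and with an estimated correlation the adjusted p was 0.138 for ribosome biogenesis, 0.0592 for sterol synthesis, 0.115 for hypoxia and 0.441 for amino acids. From its enrichment analysis of the 10 mg/kg and vehicle groups, the paper proposes that suppression of the MYC and mTORC1 signatures contributed to the inhibition of tumor growth.

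**Figure D4:**
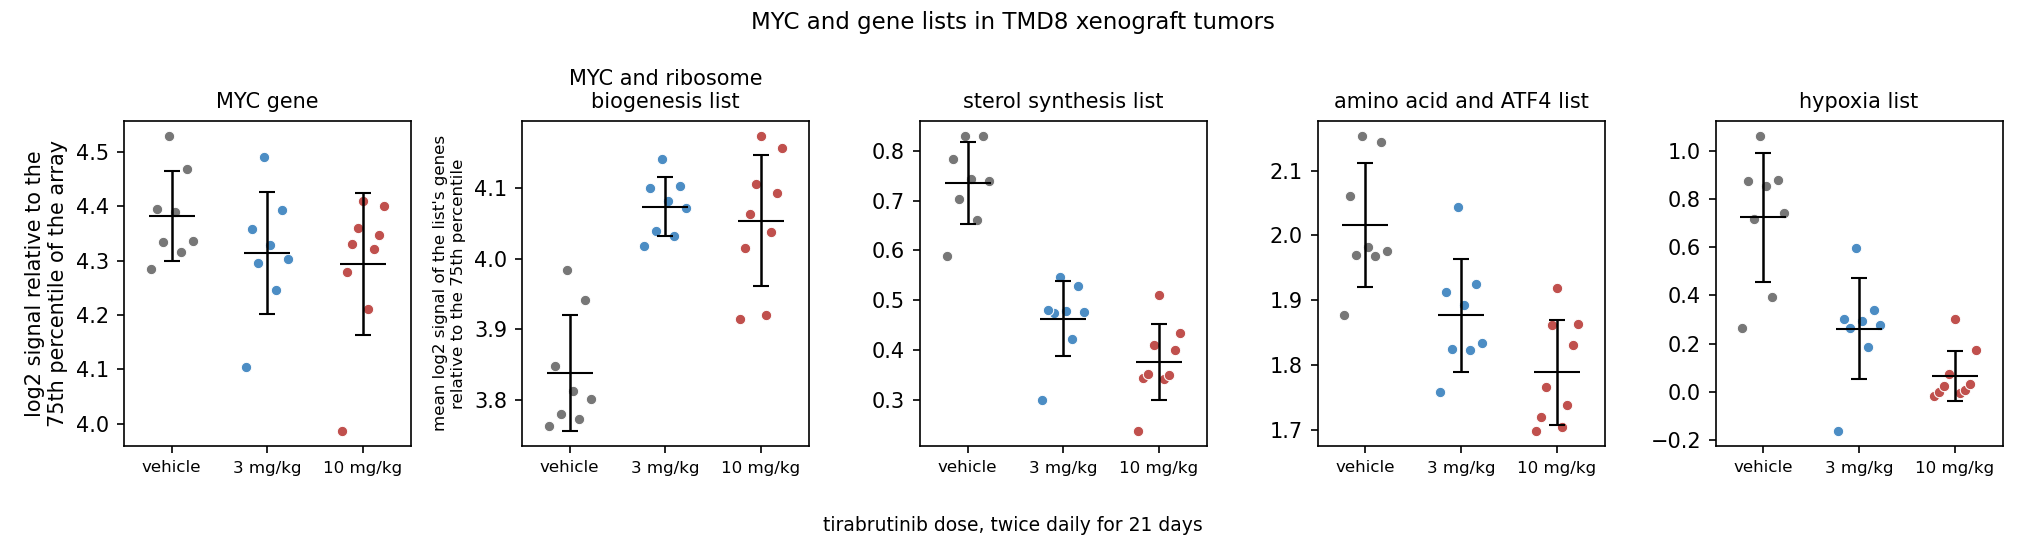
Log2 signal of MYC, and the mean log2 signal of the genes of 4 lists, relative to the 75th percentile of the array (vertical axes) by dose, with 1 point per mouse, the group mean as a horizontal line and the SD as a bar. The mean of the sterol list is 0.74 in the vehicle group and 0.38 at 10 mg/kg, and that of the ribosome biogenesis list 3.84 and 4.05.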

To confirm the results by microarray analysis, the changes in mRNA and protein expression levels of IRF4, MYC, and BCL6 after treatment with tirabrutinib for 24 h in TMD8 cells were evaluated by RT-PCR and western blotting. As a result, *IRF4* and *MYC* genes were downregulated by tirabrutinib, whereas the *BCL6* gene was upregulated (**S6 Fig**), which were consistent with the results from microarray. In addition, the downregulation of IRF4 and MYC protein expression by tirabrutinib was observed, although BCL6 protein expression was not changed.

## Discussion

All the second-generation BTK inhibitors, including tirabrutinib, were reported to be more selective against BTK compared with the first generation BTK inhibitor, ibrutinib [14,61]. The binding of zanubrutinib to BTK is different from that of ibrutinib to BTK, which contributes to its superior selectivity [14]. The binding mode of tirabrutinib and acalabrutinib with BTK is similar to that of ibrutinib, but the structures of the inhibitory component are different. Butylamide electrophiles are less reactive than acrylamide, and the higher nucleophilicity of Cys-481 in BTK may explain the superior selectivity over ibrutinib [13].

Previous research has demonstrated that BCR signaling is chronically active in ABC-DLBCL [20] and that BTK inhibitors are highly effective against ABC-DLBCL malignancies [20,62]. However, comprehensive analysis by both phosphoproteomics and transcriptomics in ABC-DLBCL cell lines to elucidate the anti-tumor mechanism of BTK inhibitors has not been reported previously. Therefore, we examined the mechanism of tirabrutinib in ABC-DLBCL by combining phosphoproteomic and transcriptomic analyses. Before the analysis, we checked off-target kinases inhibited by tirabrutinib using both biochemical and cellular methods in order to understand the possibility of unexpected anti-tumor mechanisms based on the off-target effects of tirabrutinib.

A comprehensive evaluation of kinase-binding inhibitory activity assay demonstrated that only four off-target kinases, namely TEC, BMX, HUNK, and RIPK2, were inhibited by tirabrutinib, while there are no significant reports to indicate the involvement of these four kinases in anti-tumor effects in hematological malignancies. Next, for further investigation, we evaluated the IC_50_ values of tirabrutinib against the selected 13 kinases, including FYN, LCK, and LYNa, which are kinases analogous to BTK; nine tyrosine kinases, including EGFR, ERBB2, ERBB4, ITK, and JAK3, that are similar to BTK in that they have a cysteine residue in the active site; and CSK, which is reported to be inhibited by ibrutinib [37]. Among the 13 kinases examined, there were no kinases that were strongly inhibited by tirabrutinib, except for TEC and BMX.

In addition, our data clearly showed that tirabrutinib did not inhibit T-cell activation or function in the cellular system, and this was consistent with data indicating that tirabrutinib does not inhibit any kinases involved in T-cell function, including ITK, JAK3, or LCK. These data suggest that tirabrutinib is a highly potent and selective BTK inhibitor.

In this analysis, tirabrutinib exerted anti-tumor effects on two ABC-DLBCL cell lines, TMD8 and U-2932, when grown *in vitro* or as a murine xenograft *in vivo*. The growth inhibition of the tumor cells was related to dose-dependent BTK inhibition by tirabrutinib. Unlike TMD8, the maximum growth inhibitory effect of tirabrutinib was limited in U-2932 cells. This finding was not unexpected as it has been reported that the growth inhibitory effect of BTK knockdown by shRNA is limited [20].

*In vitro* comprehensive phosphoproteomic and immunoblotting analyses performed to analyze the mechanism of the anti-tumor effect on ABC-DLBCL suggested that tirabrutinib exerts its effect in both TMD8 and U-2932 cells by downregulating the phosphorylation signal of ERK and NF-κB signaling, which have been reported as downstream signals of BTK [63,64]. Particularly in TMD8 cells, in addition to ERK1/2, downregulated phosphosites through ERK kinases were identified in Elk1and ATF2. Elk1 is reported to have roles in cancer development, including cell proliferation, the cell cycle, apoptosis, and tumorigenesis, although its role in DLBCL remains unclear [65]. ATF2, a member of the AP-1 family, could have an important role in ABC-DLBCL as it has been reported that knockdown of ATF2 by shRNA significantly reduced the survival of an ABC-DLBCL cell line [66]. In addition to ERK and NF-κB phosphorylation signals, downregulation of AKT signals was also indicated only in TMD8 based on the decrease of phosphosites of four distinct AKT substrates (PEA-15, Hsp27, YB-1 and PRAS40) and inhibition of p-AKT at Ser-473 in the immunoblotting analysis. The modification in PEA-15 at Ser-137, which is identical to Ser-116 in the UniProtKB entry Q15121, is known to stabilize the anti-apoptotic action of PEA-15 [51]. Ser-82 phosphorylation of Hsp27 has been reported to control the anti-apoptotic activity of the heat shock protein [52]. It has been reported that YB-1 could promote the proliferation of DLBCL cells by accelerating the G1/S transition, and expression of phospho-YB-1 (Ser-102) is one of independent predictors of overall survival in DLBCL patients [67]. PRAS40 plays a role in phosphatidylinositol 3-kinase (PI3K)/AKT survival signaling, and Thr-246 phosphorylation has been shown to regulate the functional activity of this protein [68]. AKT signaling-related regulation was also suggested by downregulation of Tyr-570 in BCAP, an adaptor protein connecting B-cell antigen receptor signaling to phosphoinositide 3-kinase activation through tyrosine phosphorylation. Since the tyrosine phosphorylation of BCAP is reported to be mediated by Syk and BTK upon BCR activation [50], the observed downregulation of Tyr-570 in BCAP by tirabrutinib is reasonable as a consequence of BTK inhibition by tirabrutinib. Collectively, inhibition of ERK, AKT, and NF-κB signaling followed by BTK inhibition could contribute as important mechanisms of the anti-tumor effects exerted by tirabrutinib in TMD8. In U-2932 cells, inhibition of both p-ERK and NF-κB signaling was indicated, and the concentration at which tirabrutinib inhibited p-ERK was consistent with that for inhibition of p-BTK and IC_50_ for growth inhibition, indicating that ERK signaling, as a BTK downstream signal, is involved in cell growth. In contrast to TMD8, however, phosphoproteomic and immunoblotting analyses did not indicate inhibition of AKT signaling by tirabrutinib in U-2932 (**S2B Fig**). This may be one of the reasons for the limited anti-tumor effect of tirabrutinib in U-2932, and this finding was consistent with that of a previous study, which demonstrated that the contribution of AKT signaling to survival in U-2932 causes the low sensitivity to BTK inhibitors [69]. The observed significant suppression of PKD2 and PKD3/PKCν by tirabrutinib are other potential phosphoregulations, which may be involved in the anti-tumor effects in TMD8. Given the previous report demonstrating that BCR-induced activation of PKCν is abrogated in a BTK-deficient B cell line, the observed phosphoregulation would be reasonable [70]. Since the role of both PKD2 and PKD3/PKCν in the pathology of DLBCL is unclear, further investigation is needed to clarify whether the observed regulations contribute to the anti-tumor efficacy of tirabrutinib in TMD8.

*In vivo* transcriptome analysis using microarray revealed that tirabrutinib downregulated IRF4, MYC, and mTORC1 pathway-related genes in TMD8 (**Fig 6C**). It is reported that NF-κB signaling is constitutively activated, followed by chronic active BCR signaling in ABC-DLBCL cell lines [20]. NF-κB activates the IRF4 transcription factor through BCR, CD40, and TLR signaling pathways and plays a critical role in B-cell differentiation and the pathogenesis of DLBCL [71]. Downregulation of IRF4 expression by shRNA and lenalidomide selectively killed non-GCB-DLBCL and showed a synergistic effect in combination with ibrutinib [72,73], which indicates that IRF4 is a key regulator in ABC-DLBCL survival. It is also known that there is a positive feedback loop between IRF4 and MYC in B-cell malignancies, which contributes to cell proliferation and survival [74,75]. IRF4 activation leads to BCL6 suppression through the induction of plasma cell differentiation factor BLIMP1 (encoded by PRDM1), which results in MYC overexpression [76]. In accordance with these reports, tirabrutinib treatment repressed PRDM1 and induced BCL6 expression in the TMD8 xenograft model (**S6 Table**). 

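PRDM1 was expressed at 3.87 ± 0.10 (SD, n = 8 mice) in the vehicle group and 3.19 ± 0.15 (SD, n = 8) in the 3 mg/kg group, and in the 9 mice of the 10 mg/kg group its SD was 0.13. The log2 fold change was -0.77 at 10 mg/kg (standard error 0.07, limma adjusted p = 2.29e-09) and -0.68 at 3 mg/kg (limma adjusted p = 6.83e-08). A dimmer probe of the gene changed by -0.61 at 10 mg/kg. All 9 mice of the 10 mg/kg group lay below every vehicle mouse. The doses differed by -0.09, which did not pass adjustment (adjusted p = 0.948).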

Retrospective clinical studies suggest that ABC-DLBCL patients with MCD genetic subtype (MYD88 and CD79B mutation) showed higher expression of IRF4 and MYC signature, and strong sensitivity to BTK inhibitor with R-CHOP [77,78]. To examine the signaling pathways that regulate gene expression of *IRF4* and *MYC* in TMD8, an IKK inhibitor (BMS-345541), MEK inhibitor (refametinib), and AKT inhibitor (MK-2206) were tested in addition to tirabrutinib. Of these inhibitors, only BMS-345541 and tirabrutinib strongly inhibited *IRF4* expression (**S7 Fig**), suggesting that tirabrutinib inhibits IRF4 expression through NF-κB signaling. As for MYC expression, in addition to strong inhibition by BMS-345541, refametinib and tirabrutinib partially downregulated *MYC*, suggesting that tirabrutinib downregulated this gene through not only NF-κB but also ERK signaling. Collectively, BTK inhibition by tirabrutinib led to the suppression of NF-κB and ERK signaling, followed by downregulation of IRF4- and MYC-targeted genes, resulting in anti-tumor activity in TMD8. Another interesting finding is that the expression of CXCL10, reported to be highly expressed in lymphoma patients [59], was decreased, while the expression of ALOX5 was increased; this enzyme is suppressed by BCR signaling and has previously been reported to be increased in TMD8 cells by knockdown of CD79B and by ibrutinib [60].

We also observed some correlations between the results of the phosphoproteomic and transcriptomic analyses of signaling pathways regulated by tirabrutinib in TMD8. For example, tirabrutinib significantly decreased the phosphorylation of ATF2 (Thr-71), which is phosphorylated by ERK, leading to transcriptional activation. ATF2 is reported to control ATF3 expression, which is an important element controlling the growth of ABC-DLBCL [66]. In the transcriptomic analysis, the expression of ATF3 was significantly suppressed by tirabrutinib (fold change, 0.36; *P* < 0.001). In addition, the observed downregulation at Thr-246 of PRAS40 by tirabrutinib in the phosphoproteomic analysis suggests the suppression of mTORC1 signaling [79], which is consistent with the downregulation of mTORC1 pathway-related genes by tirabrutinib in the transcriptomic analysis.

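In the vehicle group ATF3 was expressed at 3.65 ± 0.11 (SD, n = 8 mice), against 2.47 ± 0.19 (SD, n = 8) in the 3 mg/kg group and 2.18 ± 0.11 (SD, n = 9) in the 10 mg/kg group. The log2 fold change over vehicle was -1.47 at 10 mg/kg (standard error 0.07, limma adjusted p = 9.13e-14), a fold change of 0.360, and -1.17 at 3 mg/kg. Of its 3 dimmer probes, 2 changed by -1.42 and -0.82 at 10 mg/kg and 1 by 0.13 (adjusted p = 0.333). Averaged over all 4 probes the change was -0.89. Every mouse of the 10 mg/kg group lay below every vehicle mouse at the brightest probe.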

## Conclusion

In summary, the highly selective BTK inhibitor tirabrutinib exerted an anti-tumor effect via the regulation of multiple BTK downstream signaling proteins, such as NF-κB, AKT, and ERK, in ABC-DLBCL cell lines.

## Supporting information

S1 Fig Immunoblots of lysates to evaluate BTK autophosphorylation inhibitory effects of tirabrutinib in the TMD8 and U-2932 cell lines. (**A**) TMD8 and (**B**) U-2932 cells were treated with vehicle or different concentrations of tirabrutinib and incubated for 4 h at 37°C (5% CO_2_/95% air). Autophosphorylated BTK (p-BTK) (upper) and total BTK (BTK) (lower) proteins were detected by western blot analysis. TMD8 cells were unstimulated (‒) or stimulated using H_2_O_2_ and used as a marker for the detection of p-BTK and BTK.
(PDF) Click here for additional data file.

S2 Fig Immunoblots for p-BTK, BTK, p-PLCγ2, PLCγ2, p-ERK1/2, ERK1/2, and GAPDH in lysates of TMD8 and U-2932 cells treated with or without tirabrutinib (0–300 nM). **(A**) TMD8 cells or (**B**) U-2932 cells were treated with tirabrutinib (10, 30, 100, or 300 nM) or DMSO and incubated for 1 and/or 4 h at 37°C in 5% CO_2_/95% air. Autophosphorylated BTK (p-BTK, Tyr-223), total BTK (BTK), phosphorylated PLCγ2 (p-PLCγ2, Tyr-759), total PLCγ2 (PLCγ2), phosphorylated ERK1/2 (p-ERK, Thr-202/204), total ERK1/2, and GAPDH proteins were detected by western blot analysis. TMD8 cells were stimulated using H_2_O_2_ and used as a marker for the detection of p-BTK, p-PLCγ2, and p-ERK.
(PDF) Click here for additional data file.

S3 Fig Immunoblots of p-AKT, AKT, p-IκBα, IκBα, and GAPDH in lysates of TMD8 and U-2932 cells treated with or without tirabrutinib (1 μM). U-2932 cells and TMD8 were treated with tirabrutinib (1 μM) or DMSO and incubated for 1 or 4 h at 37°C in 5% CO_2_/95% air. (**A**) Phosphorylated AKT (p-AKT, Ser-473) and total AKT (AKT) proteins were detected by western blot analysis. (**B**) Phosphorylated IκBα (p-IκBα, Ser-32/36), total IκBα (IκBα), and GAPDH proteins were detected by western blot analysis.
(PDF) Click here for additional data file.

S4 Fig Heat map of differentially expressed genes in gene set enrichment analysis. Heat map of four significantly enriched gene sets between vehicle group (N = 8) and tirabrutinib 10 mg/kg group (N = 9). (A) Shaffer_IRF4_targets_in_activated_B_lymphocyte, (B) Shaffer_IRF4_targets_in_plasma_cell_vs_mature_B_lymphocye, (C) YU_MYC_targets_up, (D) Hallmark_MTORC1_signaling.
(PDF) Click here for additional data file.

S5 Fig Core enrichment genes of gene set enrichment analysis for interferon regulatory factor target genes in the two gene sets. (PDF) Click here for additional data file.

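S5 Fig prints the genes shared by both IRF4 target sets and marks those of the core enrichment, which are the genes that account for a set's enrichment score in GSEA. Of the 24 genes printed, 16 were lower and 8 higher in the 10 mg/kg group, with 12 falls and 4 rises at a limma adjusted p below 0.05. The core was chosen on the same mice, so its direction is not independent evidence, and the genes are described here and not tested as a set. All 10 core genes were lower, with log2 fold changes from -2.71 to -0.22 and a median of -0.52. Among the other 14 genes 6 were lower and 8 higher, with a median of 0.041. SLAMF7 changed by -1.98 (standard error 0.13, adjusted p = 2.3e-11) and ELL2 by -1.49 (standard error 0.07, adjusted p = 8.55e-14). The largest rise was in CCL3, by 1.44 (standard error 0.23, adjusted p = 4.4e-05), and 1 vehicle mouse lay below the other 7 for this gene. BMP6 was not well above background in any group.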

S6 Fig Gene and protein expression in TMD8 cells treated with or without tirabrutinib. TMD8 were treated with tirabrutinib (1 μM) or DMSO and incubated for 24 h at 37°C in 5% CO_2_/95% air. (**A**) RNA was isolated and polymerase chain reaction (PCR) was performed. All PCRs were performed in triplicate, and the mRNA expression of GAPDH was used as an internal control. The *t* test was used to compare mRNA expression in the DMSO- and tirabrutinib-treated groups. A *P*-value of less than 5% was considered statistically significant. **: *P* < 0.01, ***: *P* < 0.001. (**B**) IRF4, BCL6, MYC, and GAPDH proteins were detected by western blot analysis.
(PDF) Click here for additional data file.

S7 Fig Gene expression detected by RT-PCR in TMD8 cells treated with or without various selective inhibitors. TMD8 were treated with tirabrutinib (1 μM), BMS-345541 (10 μM), MK-2206 (1 μM), refametinib (0.1 μM) or DMSO and incubated for 24 h at 37°C in 5% CO_2_/95% air. RNA was isolated and polymerase chain reaction (PCR) was performed. All PCRs were performed in triplicate, and the mRNA expression of GAPDH was used as an internal control. The Dunnett test was used to compare mRNA expression in the DMSO- and compound-treated groups. A *P*-value of less than 5% was considered statistically significant. *: *P* < 0.05, ***: *P* < 0.001. n.s.: Not significant.
(PDF) Click here for additional data file.

S1 Table The 12 *in vitro* systems of the BioMAP Diversity PLUS panel (Eurofins DiscoverX Products, LLC). (DOCX) Click here for additional data file.

S2 Table Complete KINOMEscan dataset. The data represent percent control (%CTRL) as the percent of each kinase that remains bound to the immobilized ligand. Therefore, a value of 0% control equals 100% blocking of kinase-ligand binding, while a value of 100% equals no binding of each compound to the target kinase.
(XLSX) Click here for additional data file.

S3 Table Processed version of the MaxQuant phosphosite table of the experiments with tirabrutinib-treated TMD8 cells. For all confidently localized phosphorylation sites (localization probability ≥0.75%), SILAC ratios of individual replicate experiments are reported. Class 1 site ratios that were reproducibly identified are indicated and further marked as regulated in case of consistent up- or downregulation. The tirabrutinib/control phosphosite ratios from Experiment 2 correspond to the normalized and inverted H/L ratio due to the introduced label switch compared to Experiment 1.
(XLSX) Click here for additional data file.

S4 Table Processed version of the MaxQuant phosphosite table of the experiments with tirabrutinib-treated U-2932 cells. For all confidently localized phosphorylation sites (localization probability ≥0.75%), SILAC ratios of individual replicate experiments are reported. Class 1 site ratios that were reproducibly identified are indicated and further marked as regulated in case of consistent up- or downregulation. The tirabrutinib/control phosphosite ratios from Experiment 2 correspond to the normalized and inverted H/L ratio due to the introduced label switch compared to Experiment 1.
(XLSX) Click here for additional data file.

S5 Table Sorted phosphosites of BTK-related effectors in both TMD8 and U-2932 cells. Phosphosites of BTK-related effectors in both TMD8 and U-2932 cells were sorted from S3 Table and S4 Table and the responsible kinase and/or function of each phosphorylation site are described.
(XLSX) Click here for additional data file.

S6 Table Comprehensive gene expression analysis using microarray in TMD8 xenograft model. The microarray data were normalized to the 75^th^ percentile signal intensity as recommended by Agilent. Welch’s *t*-test of log-converted expression values was performed to find significant differentially expressed genes between the tirabrutinib and vehicle groups. Fold changes, nominal *P*-values and q-values of the differentially expressed genes are shown. Benjamini-Hochberg method was used as the correction method for the q-value. Geometric means of expression values for the tirabrutinib and vehicle groups are also shown.
(XLSX) Click here for additional data file.

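The fold changes of S6 Table divide the geometric mean of a tirabrutinib group by that of the vehicle group, so that a value under 1 is a fall. Of each sheet, the first 1998 of 42404 probes were read here. For these probes, the ratio of geometric means of the authors' normalized values lay within 1% of the printed fold change for 1997 probes at 10 mg/kg and all 1998 at 3 mg/kg. The methods' t-test on log2 of those values gave a p within 5% of the printed nominal P-value for 1925 and 1944 of them.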

S7 Table Gene set enrichment analysis between tirabrutinib 10 mg/kg and vehicle in TMD8 xenograft model. Gene set enrichment analysis (GSEA) identified 710 and 2216 significantly enriched gene sets in the vehicle group and tirabrutinib 10 mg/kg group, respectively, with *P* < 0.05 and FDR q < 0.25.
(XLSX) Click here for additional data file.

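In S7 Table a gene set enriched in the vehicle group holds genes that are lower after tirabrutinib. With the sign turned so that a positive score is higher expression at 10 mg/kg, the paper's normalized enrichment score is -2.19 for IRF4 targets in plasma cells, -2.11 for IRF4 targets in activated B cells and -1.89 for the hallmark mTORC1 set. GSEA ranks all genes and permuted them gene by gene in the study, which leaves out the correlation between genes. As a test over mice, the mean log2 signal of the 20 plasma cell genes was 2.80 ± 0.06 (SD, n = 8 mice) in the vehicle group and 2.09 ± 0.05 (SD, n = 9) in the 10 mg/kg group (exact permutation test, two-sided, p = 4.11e-05, the smallest these groups can give). For the sterol genes the same exact test gave p = 4.11e-05 as well.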

S1 Raw images (PDF) Click here for additional data file.

S2 Raw images (PDF) Click here for additional data file.

S3 Raw images (PDF) Click here for additional data file.

S4 Raw images (PDF) Click here for additional data file.

# Supplementary material for: Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics
**Source:** PLoS One. 2023 Mar 10;18(3):e0282166. doi: 10.1371/journal.pone.0282166
**Supplement:** S1 Fig — (A) TMD8 and (B) U-2932 cells were treated with vehicle or different concentrations of tirabrutinib and incubated for 4 h at 37°C (5% CO2/95% air). Autophosphorylated BTK (p-BTK) (upper) and total BTK (BTK) (lower) proteins were detected by western blot analysis. TMD8 cells were unstimulated (‒) or stimulated using H2O2 and used as a marker for the detection of p-BTK and BTK.

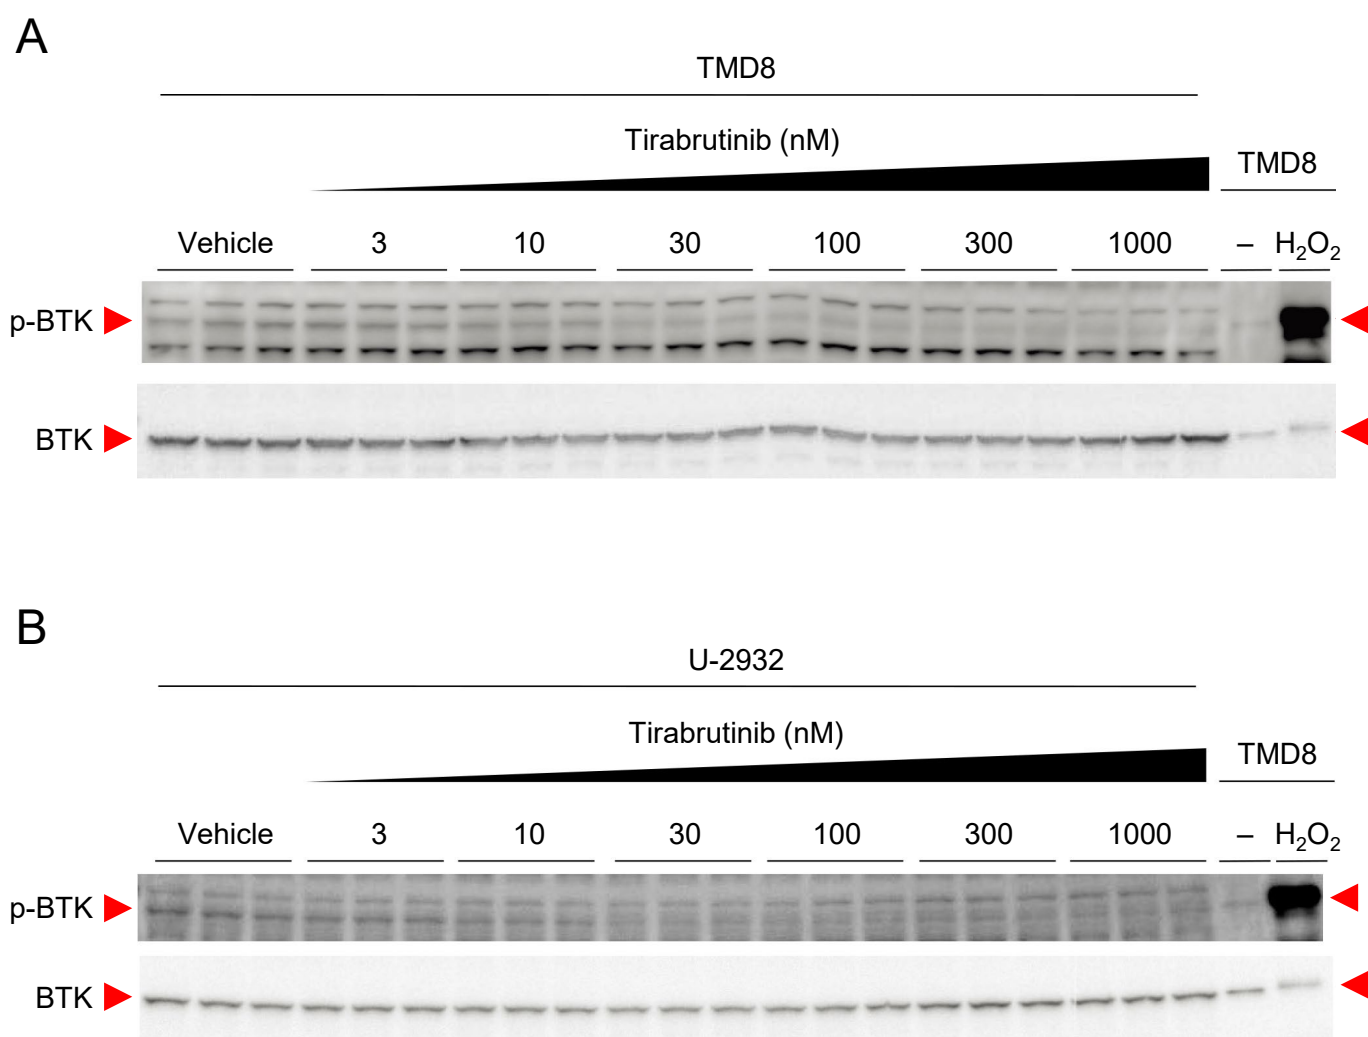

**S1 Figure. Immunoblots of lysates to evaluate BTK autophosphorylation inhibitory effects of tirabrutinib in the TMD8 and U-2932 cell lines.**

(A) TMD8 and (B) U-2932 cells were treated with vehicle or different concentrations of tirabrutinib and incubated for 4 h at 37°C (5% CO<sub>2</sub>/95% air). Autophosphorylated BTK (p-BTK) (upper) and total BTK (BTK) (lower) proteins were detected by western blot analysis. TMD8 cells were unstimulated (–) or stimulated using H<sub>2</sub>O<sub>2</sub> and used as a marker for the detection of p-BTK and BTK.

# Supplementary material for: Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics
**Source:** PLoS One. 2023 Mar 10;18(3):e0282166. doi: 10.1371/journal.pone.0282166
**Supplement:** S2 Fig — (A) TMD8 cells or (B) U-2932 cells were treated with tirabrutinib (10, 30, 100, or 300 nM) or DMSO and incubated for 1 and/or 4 h at 37°C in 5% CO2/95% air. Autophosphorylated BTK (p-BTK, Tyr-223), total BTK (BTK), phosphorylated PLCγ2 (p-PLCγ2, Tyr-759), total PLCγ2 (PLCγ2), phosphorylated ERK1/2 (p-ERK, Thr-202/204), total ERK1/2, and GAPDH proteins were detected by western blot analysis. TMD8 cells were stimulated using H2O2 and used as a marker for the detection of p-BTK, p-PLCγ2, and p-ERK.

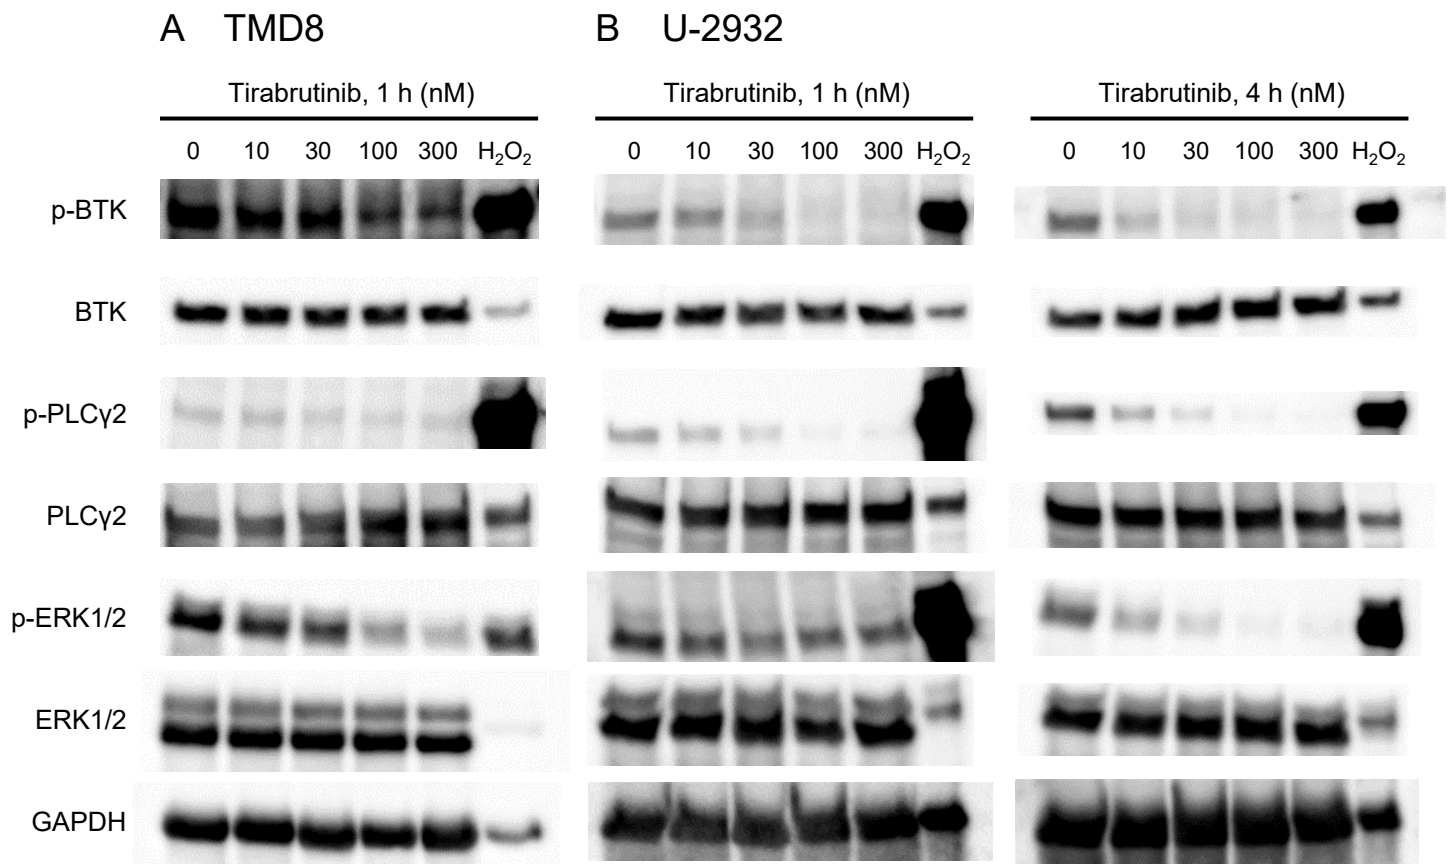

**S2 Figure. Immunoblots for p-BTK, BTK, p-PLCγ2, PLCγ2, p-ERK1/2, ERK1/2, and GAPDH in lysates of TMD8 and U-2932 cells treated with or without tirabrutinib (0–300 nM).**

(**A**) TMD8 cells or (**B**) U-2932 cells were treated with tirabrutinib (10, 30, 100, or 300 nM) or DMSO and incubated for 1 and/or 4 h at 37°C in 5% CO<sub>2</sub>/95% air. Autophosphorylated BTK (p-BTK, Tyr-223), total BTK (BTK), phosphorylated PLCγ2 (p-PLCγ2, Tyr-759), total PLCγ2 (PLCγ2), phosphorylated ERK1/2 (p-ERK, Thr-202/204), total ERK1/2, and GAPDH proteins were detected by western blot analysis. TMD8 cells were stimulated using H<sub>2</sub>O<sub>2</sub> and used as a marker for the detection of p-BTK, p-PLCγ2, and p-ERK.

# Supplementary material for: Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics
**Source:** PLoS One. 2023 Mar 10;18(3):e0282166. doi: 10.1371/journal.pone.0282166
**Supplement:** S5 Fig

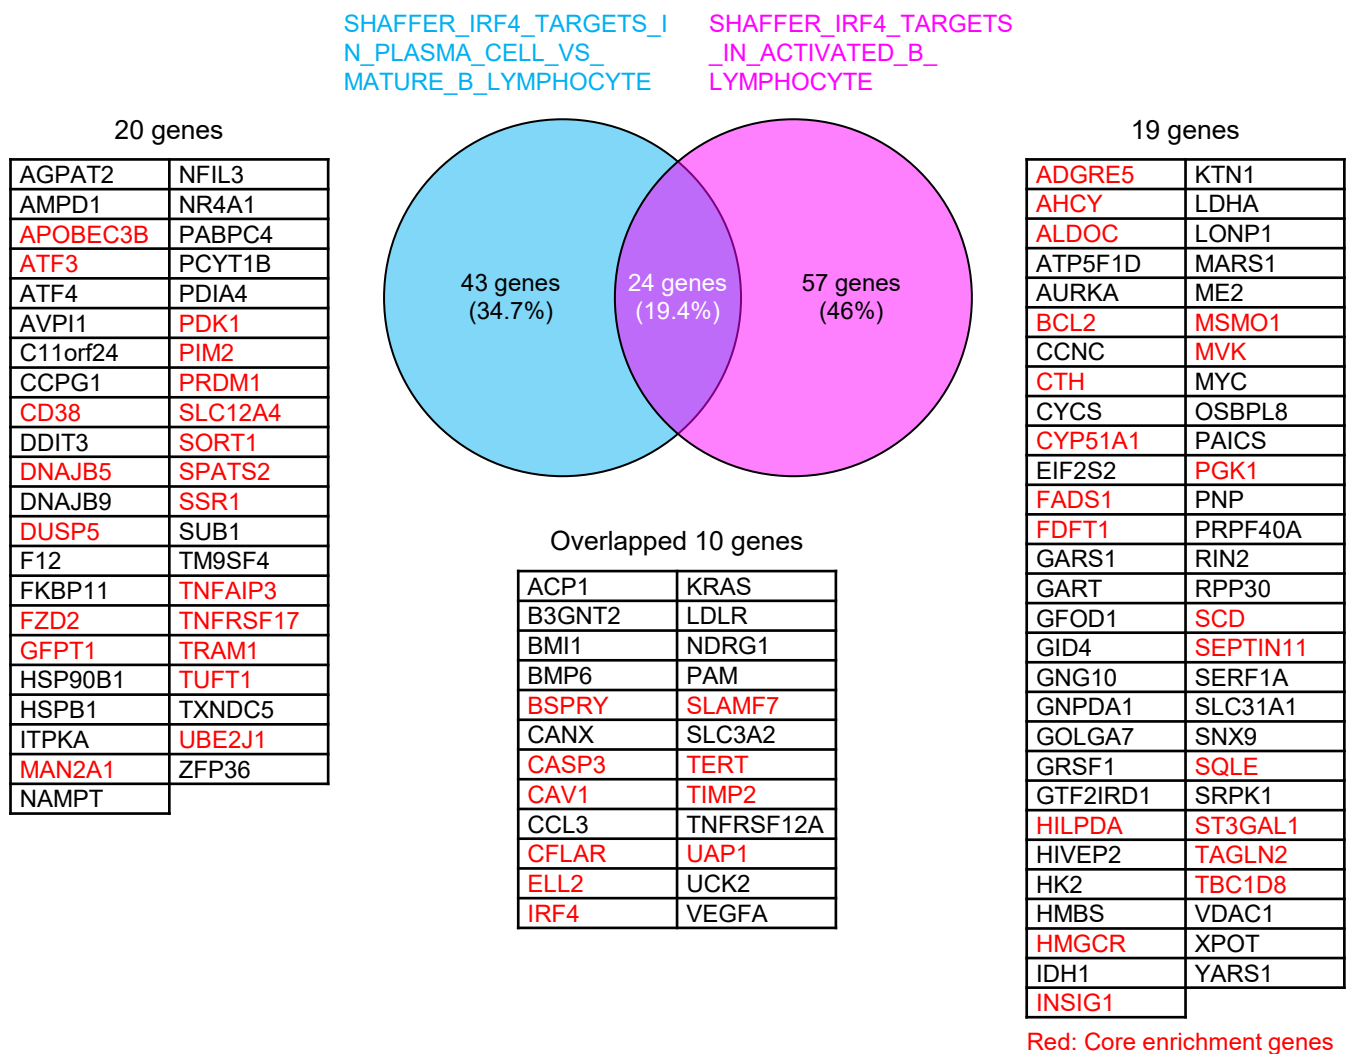

**S5 Figure. Core enrichment genes of gene set enrichment analysis for interferon regulatory factor target genes in the two gene sets.**

# Supplementary material for: Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics
**Source:** PLoS One. 2023 Mar 10;18(3):e0282166. doi: 10.1371/journal.pone.0282166
**Supplement:** S6 Fig — TMD8 were treated with tirabrutinib (1 μM) or DMSO and incubated for 24 h at 37°C in 5% CO2/95% air. (A) RNA was isolated and polymerase chain reaction (PCR) was performed. All PCRs were performed in triplicate, and the mRNA expression of GAPDH was used as an internal control. The t test was used to compare mRNA expression in the DMSO- and tirabrutinib-treated groups. A P-value of less than 5% was considered statistically significant. **: P < 0.01, ***: P < 0.001. (B) IRF4, BCL6, MYC, and GAPDH proteins were detected by western blot analysis.

**A**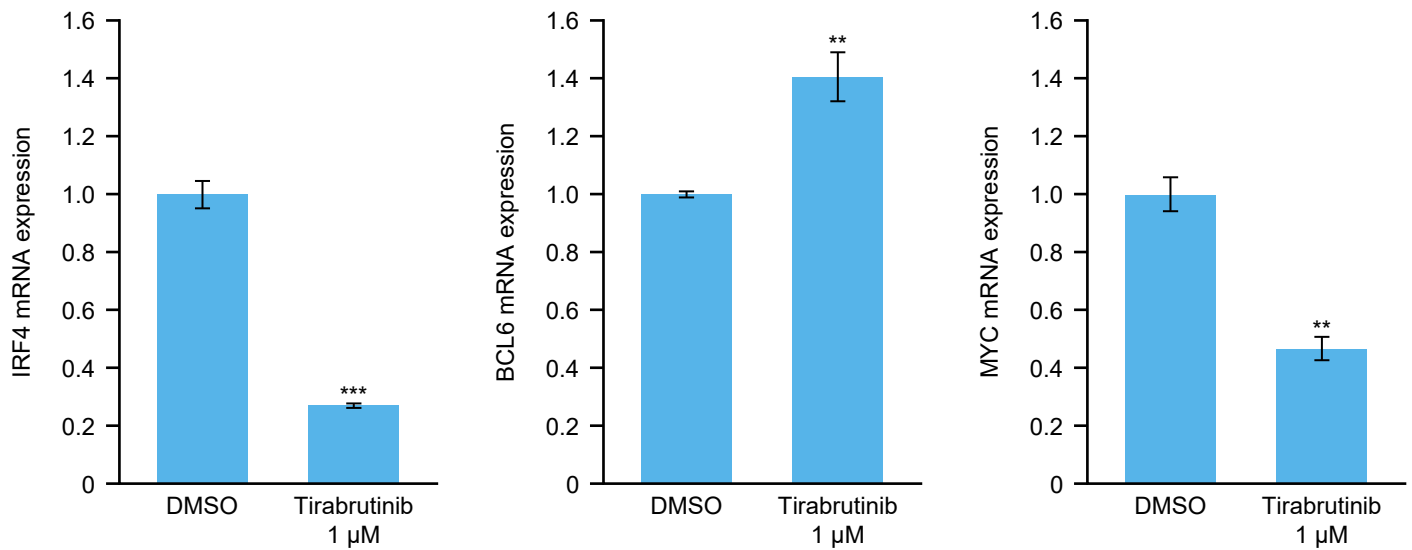**B**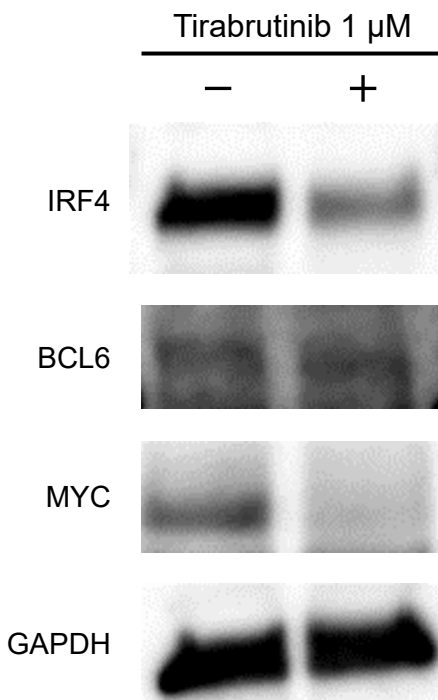**S6 Figure. Gene and protein expression in TMD8 cells treated with or without tirabrutinib.**

TMD8 were treated with tirabrutinib (1 μM) or DMSO and incubated for 24 h at 37°C in 5% CO<sub>2</sub>/95% air.

(A) RNA was isolated and polymerase chain reaction (PCR) was performed. All PCRs were performed in triplicate, and the mRNA expression of GAPDH was used as an internal control. The *t* test was used to compare mRNA expression in the DMSO- and tirabrutinib-treated groups. A *P*-value of less than 5% was considered statistically significant. \*\*: *P* < 0.01, \*\*\*: *P* < 0.001. (B) IRF4, BCL6, MYC, and GAPDH proteins were detected by western blot analysis.

# Supplementary material for: Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics
**Source:** PLoS One. 2023 Mar 10;18(3):e0282166. doi: 10.1371/journal.pone.0282166
**Supplement:** S7 Fig — TMD8 were treated with tirabrutinib (1 μM), BMS-345541 (10 μM), MK-2206 (1 μM), refametinib (0.1 μM) or DMSO and incubated for 24 h at 37°C in 5% CO2/95% air. RNA was isolated and polymerase chain reaction (PCR) was performed. All PCRs were performed in triplicate, and the mRNA expression of GAPDH was used as an internal control. The Dunnett test was used to compare mRNA expression in the DMSO- and compound-treated groups. A P-value of less than 5% was considered statistically significant. *: P < 0.05, ***: P < 0.001. n.s.: Not significant.

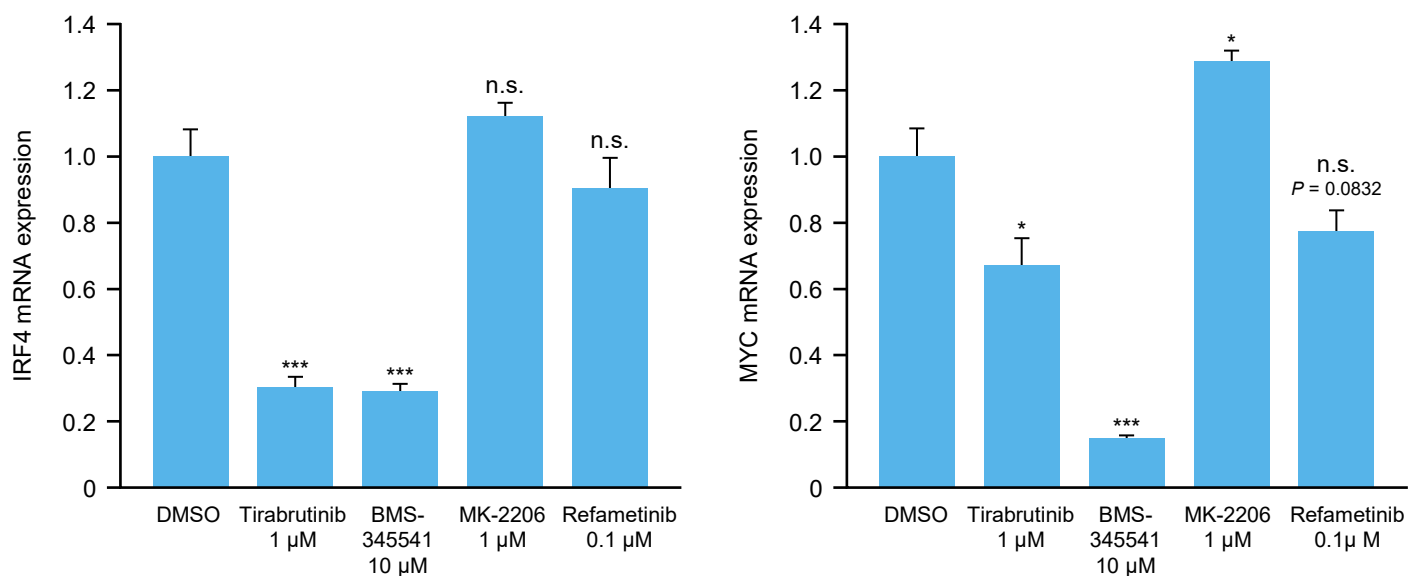

**S7 Figure. Gene expression detected by RT-PCR in TMD8 cells treated with or without various selective inhibitors.**

TMD8 were treated with tirabrutinib (1 μM), BMS-345541 (10 μM), MK-2206 (1 μM), refametinib (0.1 μM), or DMSO and incubated for 24 h at 37°C in 5% CO<sub>2</sub>/95% air. RNA was isolated and polymerase chain reaction (PCR) was performed. All PCRs were performed in triplicate, and the mRNA expression of GAPDH was used as an internal control. The Dunnett test was used to compare mRNA expression in the DMSO- and compound-treated groups. A *P*-value of less than 5% was considered statistically significant. \*: *P* < 0.05, \*\*\*: *P* < 0.001. n.s.: not significant.

# Supplementary material for: Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics
**Source:** PLoS One. 2023 Mar 10;18(3):e0282166. doi: 10.1371/journal.pone.0282166
**Supplement:** S1 Table

**S1 Table. The 12 *in vitro* systems of the BioMAP Diversity PLUS panel (Eurofins DiscoverX Products, LLC).**

| **System** | | **Cell type** | **Disease** | **Readouts** |
| --- | --- | --- | --- | --- |
| 3C |  | Venular endothelial cells | Cardiovascular disease, chronic inflammation | CCL2/MCP-1, CD106/VCAM-1, CD141/thrombomodulin, CD142/tissue factor, CD54/ICAM-1, CD62E/E-selectin, CD87/uPAR, CXCL8/lL-8, CXCL9/MIG, HLA-DR, proliferation, SRB |
| 4H |  | Venular endothelial cells | Allergy, asthma, autoimmunity | CCL2/MCP-1, CCL26/eotaxin-3, CD106/VCAM-1, CD62P/P-selectin, CD87/uPAR, SRB, VEGFR2 |
| LPS |  | Peripheral blood　mononuclear cells, venular endothelial cells | Cardiovascular disease, chronic inflammation | CCL2/MCP-1, CD106/VCAM-1, CD141/thrombomodulin, CD142/tissue factor, CD40, CD62E/E-selectin, CD69, CXCL8/lL-8, IL-1 alpha, M-CSF, sPGE2, SRB, sTNF-alpha |
| SAg | 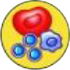 | Peripheral blood　mononuclear cells, venular endothelial cells | Autoimmune disease, chronic inflammation | CCL2/MCP-1, CD38, CD40, CD62E/E-selectin, CD69, CXCL8/1L-8, CXCL9/MIG, PBMC cytotoxicity, proliferation, SRB |
| BT |  | B cells, peripheral blood mononuclear cells | Allergy, asthma, autoimmunity, oncology | B cell proliferation, PBMC cytotoxicity, secreted IgG, sIL-17A, sIL-17F, sIL-2, sIL-6, sTNF-alpha |
| BF4T |  | Bronchial epithelial cells, dermal fibroblasts | Allergy, asthma, fibrosis, lung inflammation | CCL2/MCP-1, CCL26/eotaxin-3, CD106/VCAM-1, CD54/ICAM-1, CD90, CXCL8/IL-8, IL-1 alpha, keratin 8/18, MMP-1, MMP-3, MMP-9, PAI-I, SRB, tPA, uPA |
| BE3C | 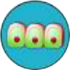 | Bronchial epithelial cells | COPD, lung inflammation | CD54/ICAM-1, CD87/uPAR, CXCL 10/IP-10, CXCL 11/I-TAC, CXCL8/IL-8, CXCL9/MIG, EGFR, HLA-DR, IL-1 alpha, keratin 8/18, MMP-1, MMP-9, PAI-I, SRB, tPA, uPA |
| CASM3C |  | Coronary artery smooth muscle cells | Cardiovascular inflammation, restenosis | CCL2/MCP-1, CD106/VCAM-1, CD141/thrombomodulin, CD142/tissue factor, CD87/uPAR, CXCL8/1L-8, CXCL9/MIG, HLA-DR, IL-6, LDLR, M-CSF, PAI-I, proliferation, serum amyloid A, SRB |
| HDF3CGF |  | Dermal fibroblasts | Chronic inflammation, fibrosis | CCL2/MCP-1, CD106/VCAM-1, CD54/ICAM-1, collagen I, collagen Ill, CXCL10/IP-10, CXCL11/I-TAC, CXCL8/IL-8, CXCL9/MIG, EGFR, M-CSF, MMP-1, PAI-I, proliferation_72hr, SRB, TIMP-1, TIMP-2 |
| KF3CT |  | Dermal fibroblasts, keratinocytes | Dermatitis, psoriasis | CCL2/MCP-1, CD54/ICAM-1, CXCLl0/IP-10, CXCL8/IL-8, CXCL9/MIG, IL-1 alpha, MMP-9, PAI-I, SRB, TIMP-2, uPA |
| MyoF |  | Lung fibroblasts | Chronic inflammation, fibrosis, matrix remodeling, wound healing | alpha-SM actin, bFGF, CDl06/VCAM-1, collagen I, collagen III, collagen IV, CXCL8/IL-8, decorin, MMP-1, PAI-I, SRB, TIMP-1 |
| *I*Mphg |  | Macrophages, venular endothelial cells | Cardiovascular disease, chronic inflammation, restenosis | CCL2/MCP-1, CCL3/MIP-1 alpha, CD106/VCAM-1, CD40, CD62E/E-selectin, CD69, CXCL8/IL-8, IL-1 alpha, M-CSF, sIL-10, SRB, SRB-Mphg |

Table of the 12 systems in the BioMAP Diversity PLUS Panel, including a list of the cell types, disease context and list of biomarker readouts optimized for each system. Biomarker endpoint measurements are cell-surface levels unless indicated by the prefix “s”, which denotes soluble levels of biomarker endpoints measured in the system supernatant.

COPD, chronic obstructive pulmonary disease

Reprinted with modification from Singer JW *et al.* PLoS One. 2019:14(9):e0222944 under a CC BY license.

# Supplementary material for: Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics
**Source:** PLoS One. 2023 Mar 10;18(3):e0282166. doi: 10.1371/journal.pone.0282166

S1 Figure A\_Original Image\_Marker (TMD8\_Tirabrutinib\_4 h)

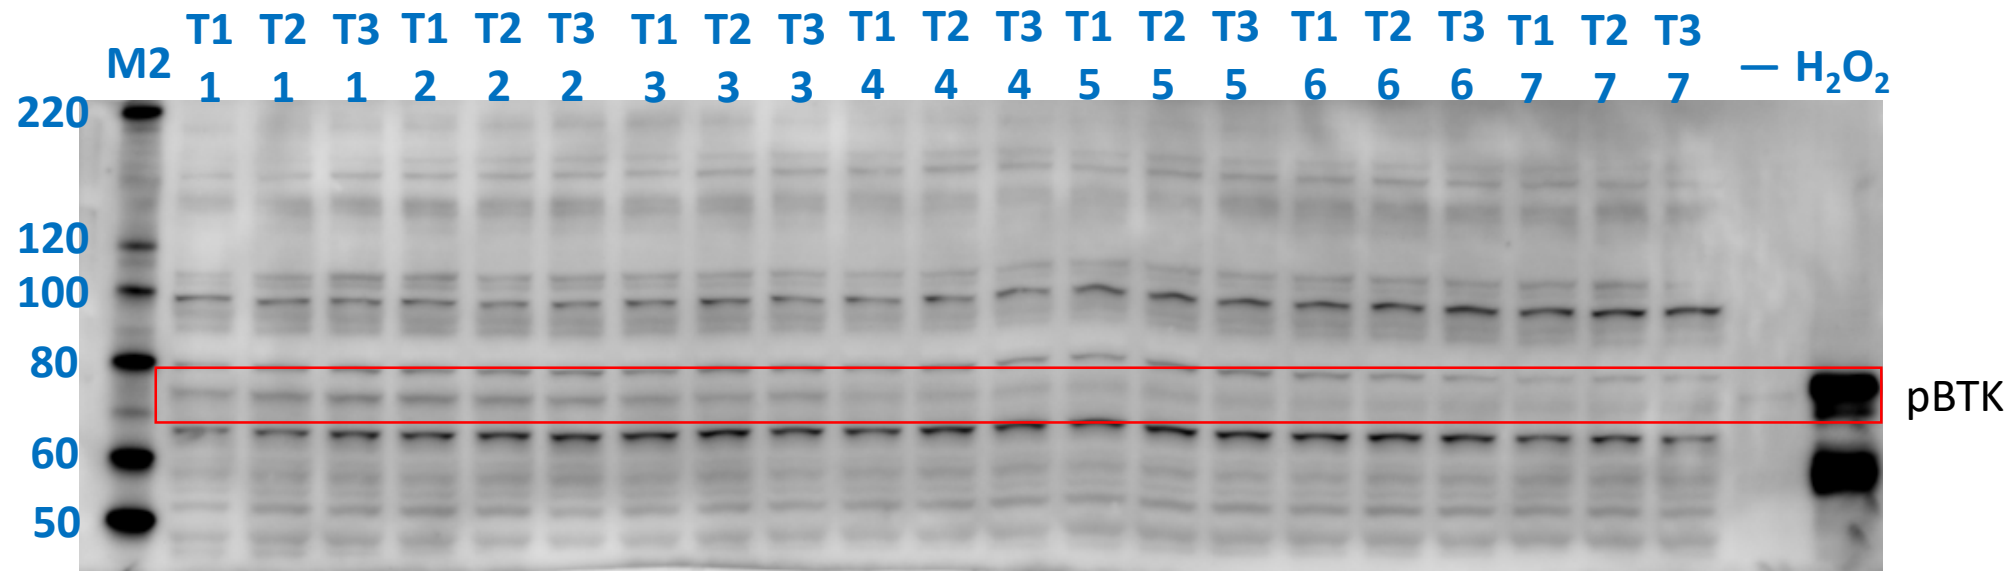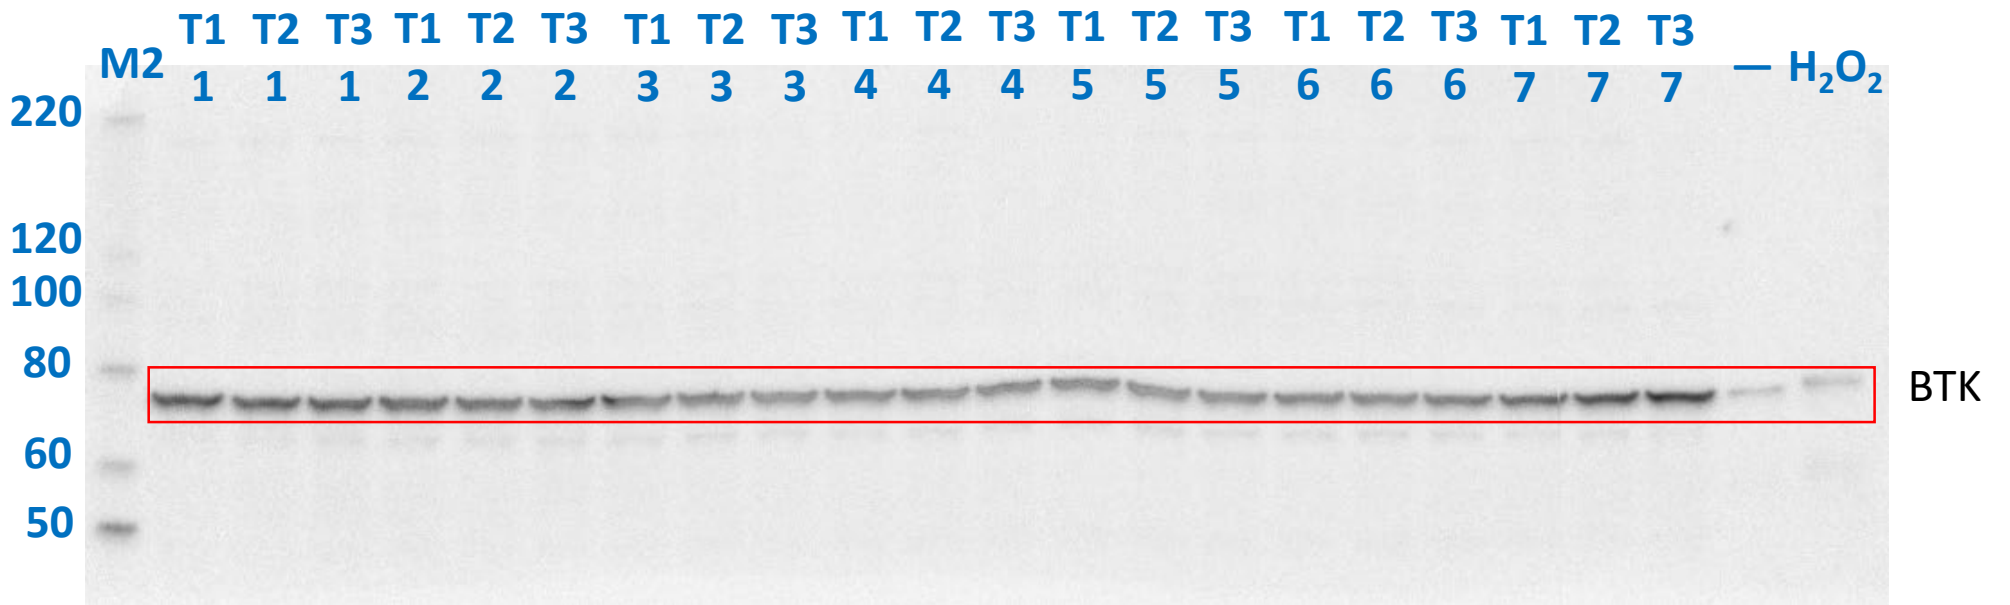

S1 Figure B\_Original Image\_Marker (U-2932\_Tirabrutinib\_4 h)

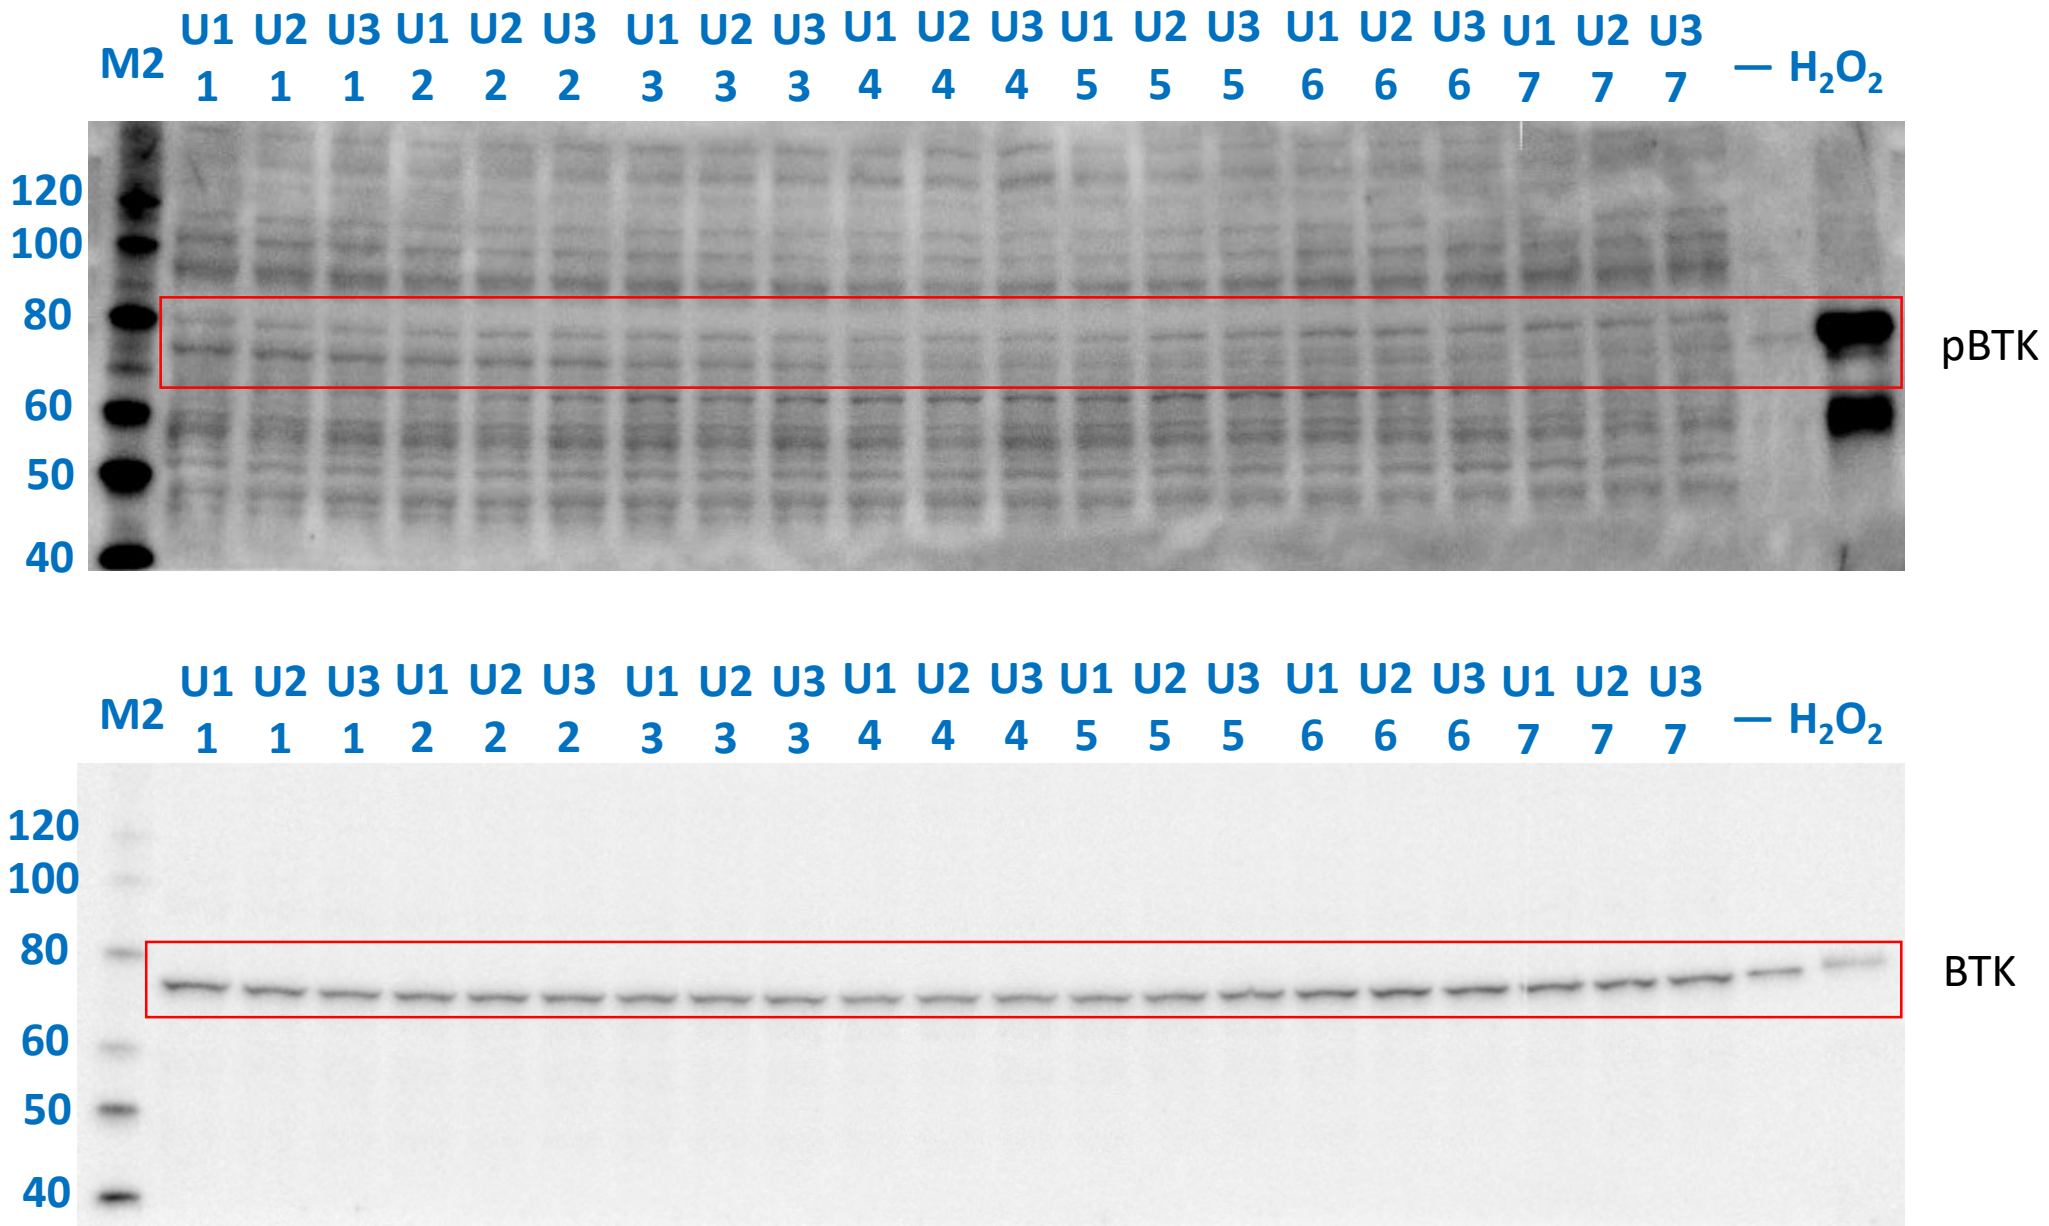

**Supplement:** S1 Raw images

# Supplementary material for: Investigation of the anti-tumor mechanism of tirabrutinib, a highly selective Bruton’s tyrosine kinase inhibitor, by phosphoproteomics and transcriptomics
**Source:** PLoS One. 2023 Mar 10;18(3):e0282166. doi: 10.1371/journal.pone.0282166

S2 Figure A\_Original Image\_Marker (TMD8\_Tirabrutinib\_1 h)

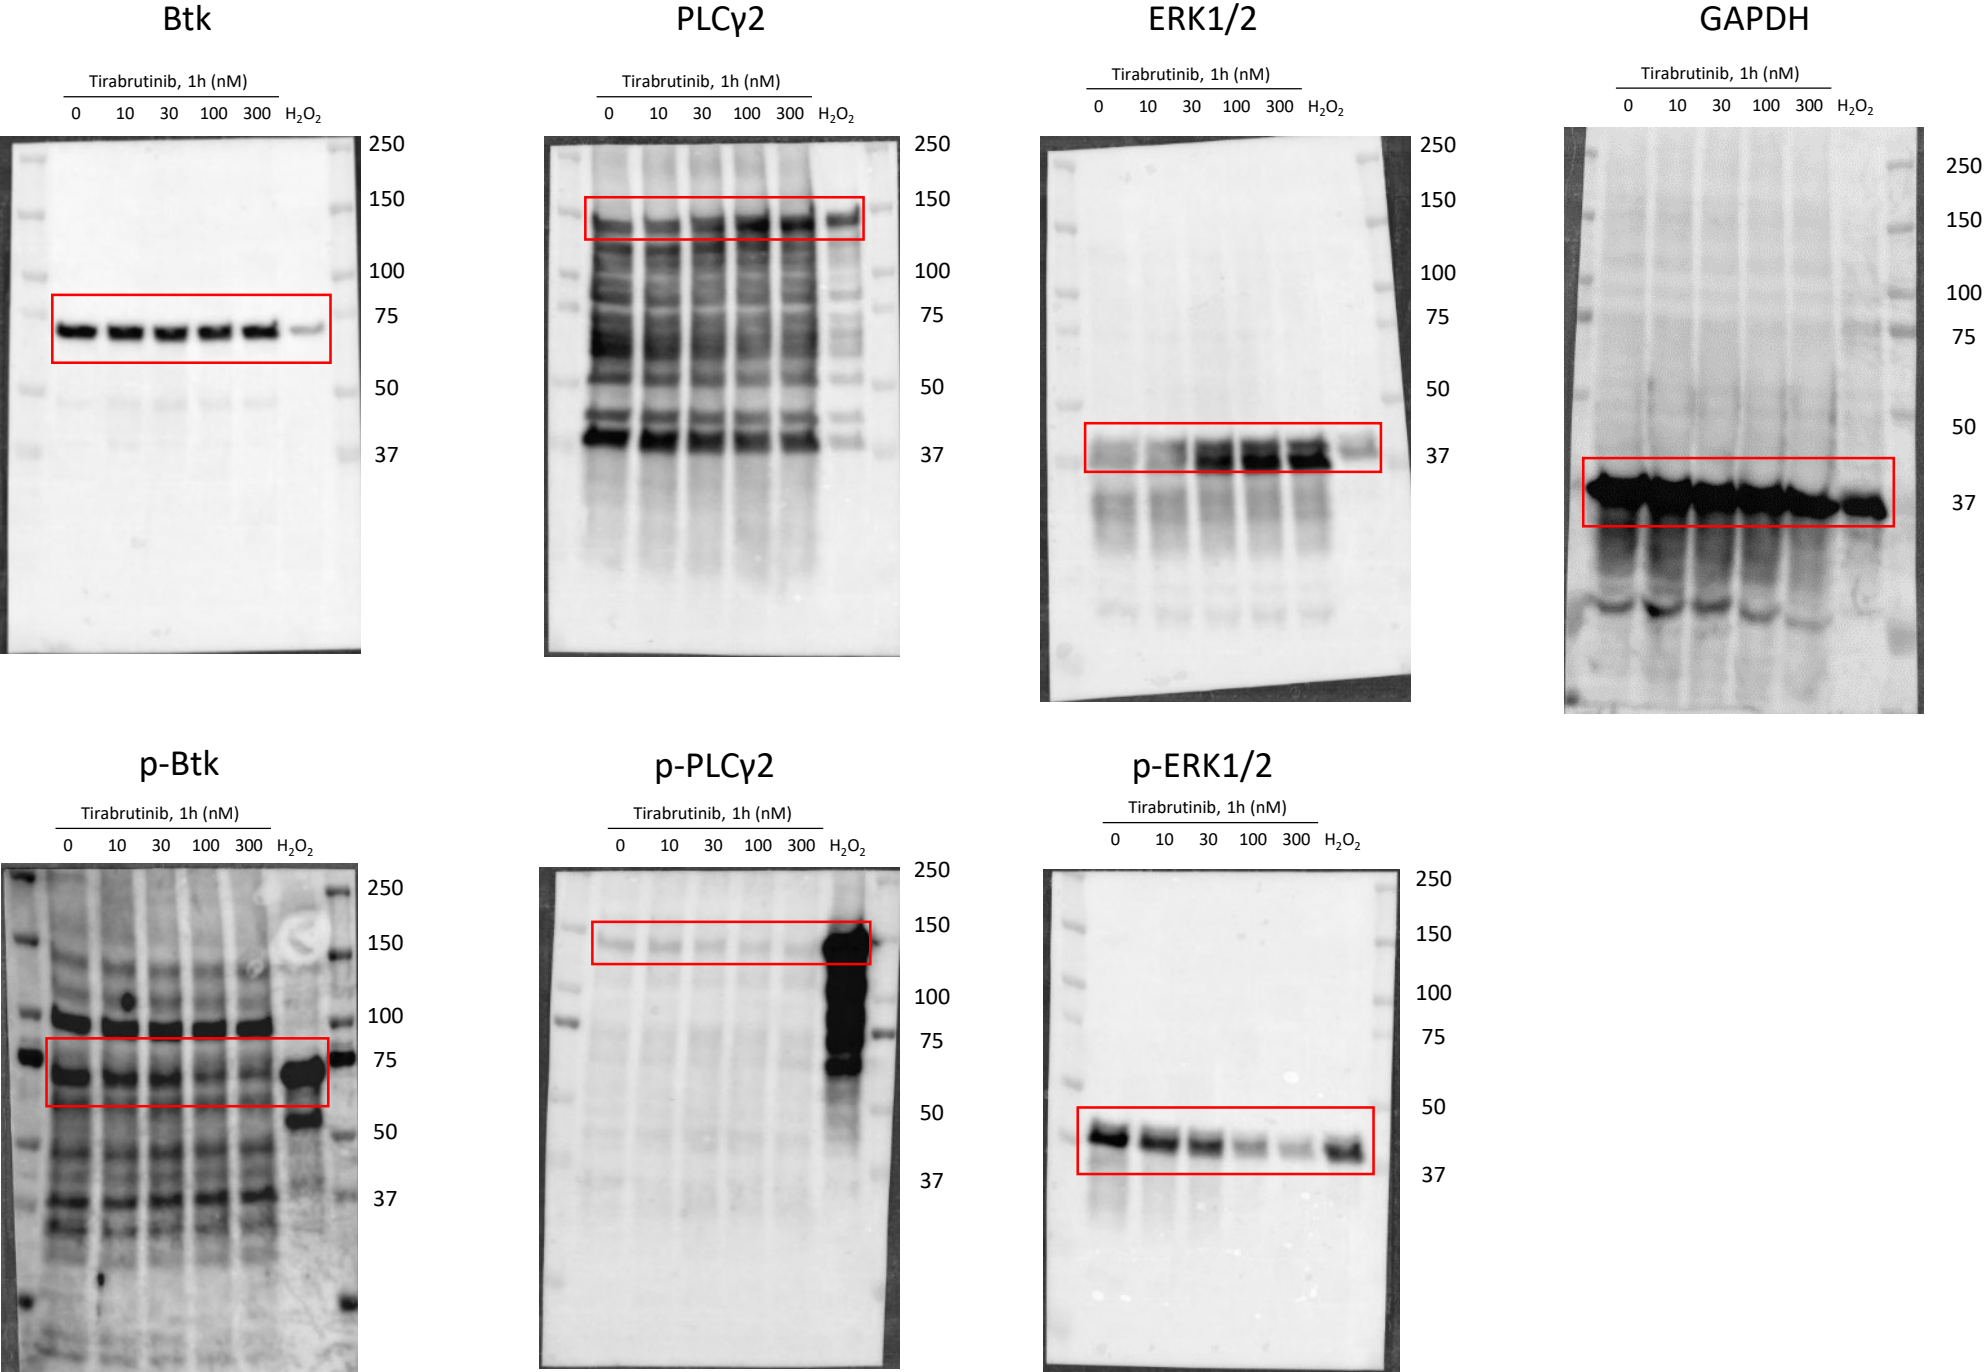

S2 Figure B\_Original Image\_Marker (U2932\_Tirabrutinib\_1 h)

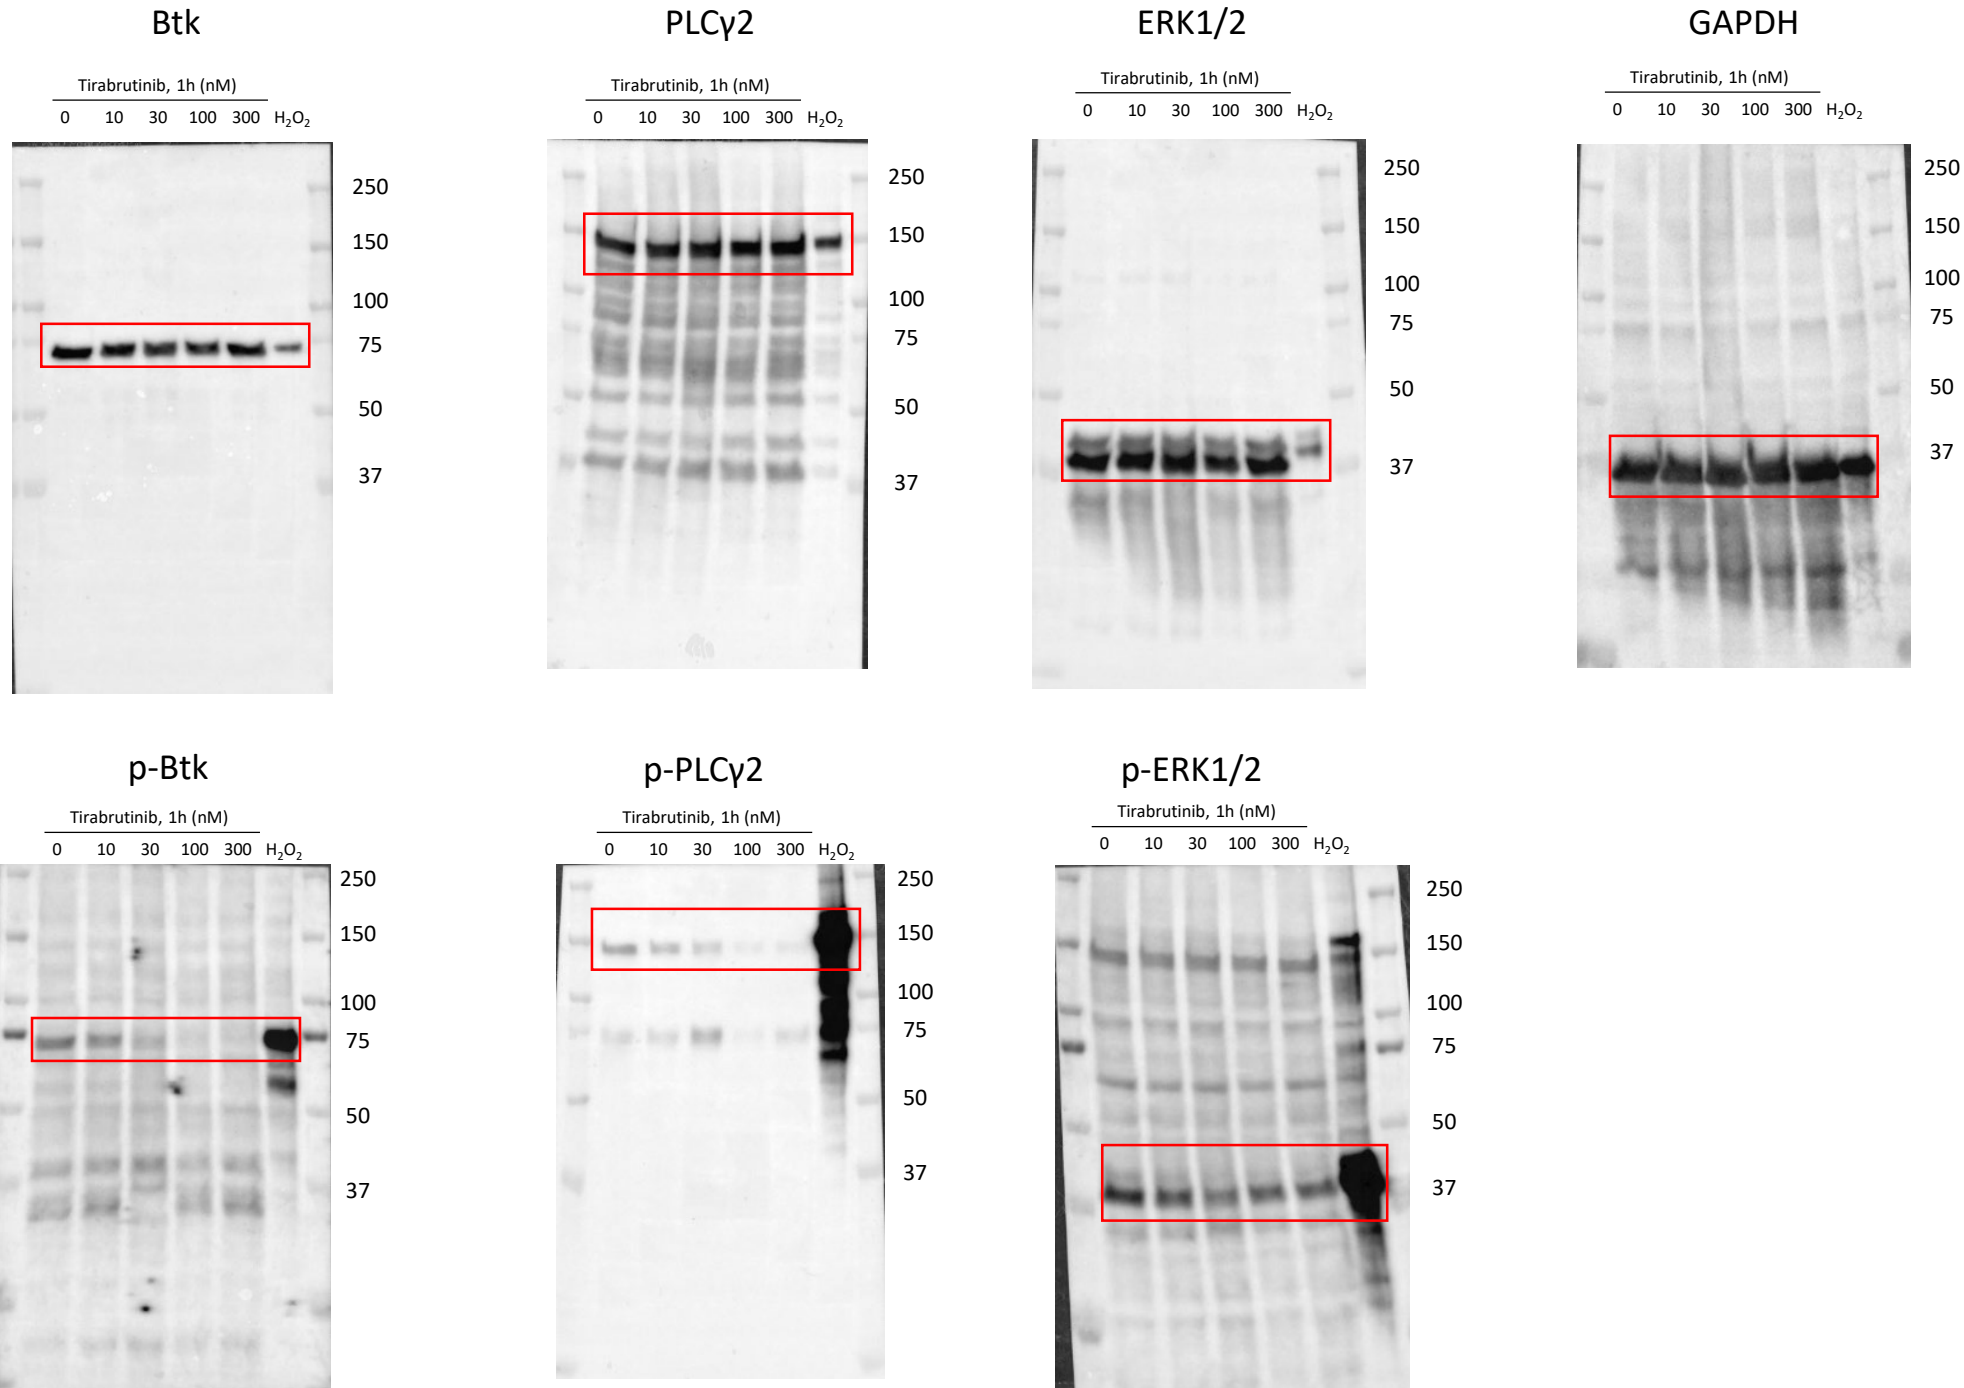

S2 Figure B\_Original Image\_Marker (U2932\_Tirabrutinib\_4 h)

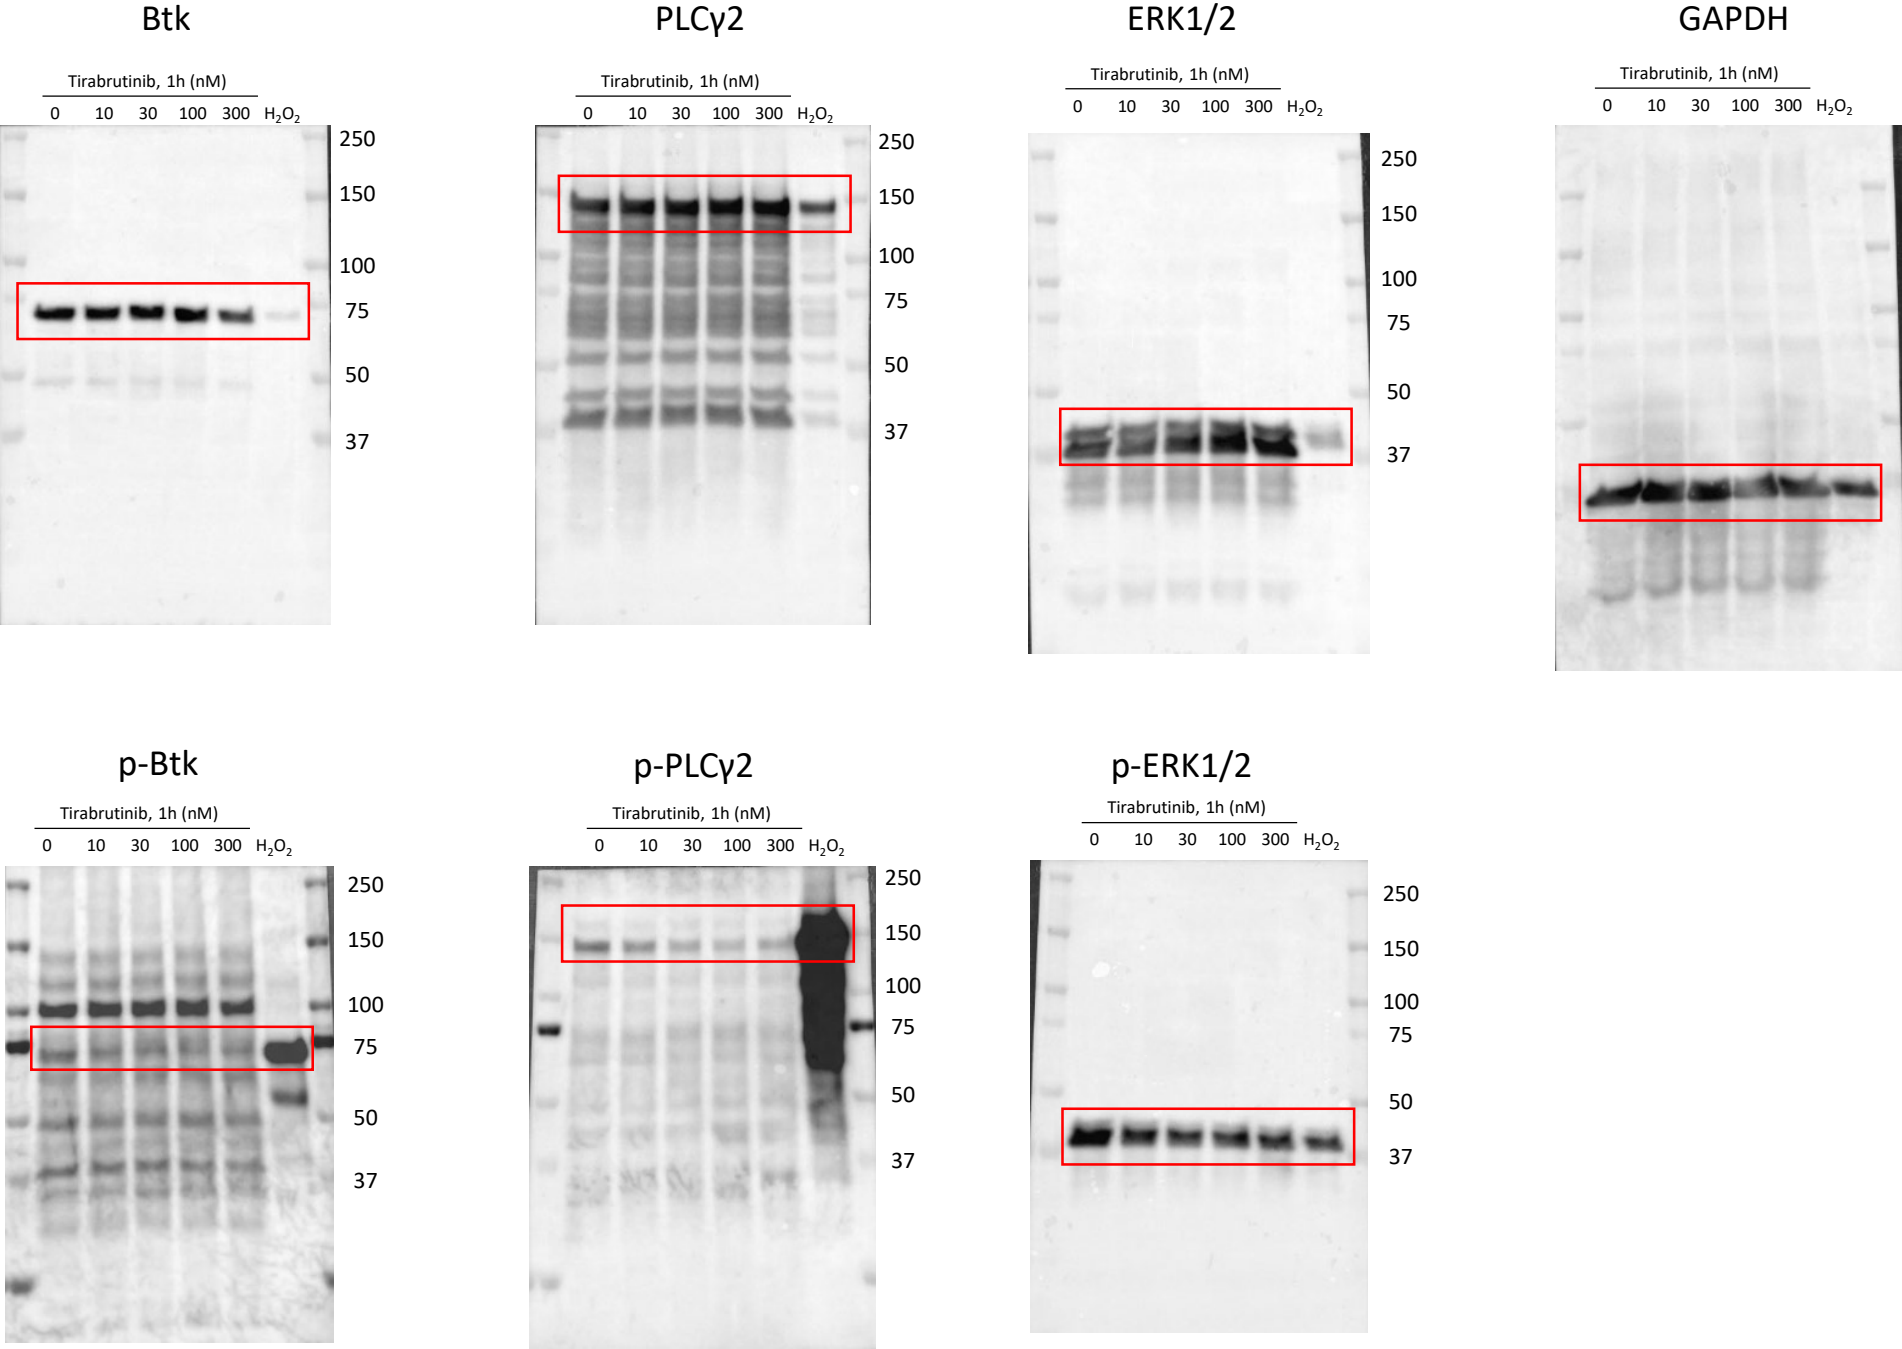

**Supplement:** S2 Raw images

How the deposited data were processed for this re-analysis (not part of the article)

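Gene expression was measured in TMD8 xenograft tumors of 25 mice on single-colour Agilent arrays, with 8 mice given vehicle, 8 given tirabrutinib 3 mg/kg and 9 given 10 mg/kg. Groups were taken from the sample labels, which match the numbers of mice in the paper for the vehicle and 10 mg/kg groups. No pair of arrays held identical values.

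The authors deposited the scanner output of each array as intensity per spot, made with Agilent's Feature Extraction software, which had corrected the background and left the arrays unscaled. They also deposited a table of processed intensity per probe and array, with 116 empty cells. Set against the scanner values, each of its 25 columns was nearest to its own array and equals the mean processed signal of a probe times 1 factor, which brings the 75th percentile of each array to the same value. The paper's methods name Expressionist Analyst and Excel, and the legend of S6 Table names the 75th percentile and Welch's test of log values.

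From the scanner output, control spots and spots with an outlier flag were left out, log2 of the processed signal was averaged over the spots of a probe, and the 75th percentile of each array was subtracted. No spot was saturated. No filter on dim probes was applied in the chief analysis, and a probe that was not well above background on any array of a group was given a bound in place of a fold change. Groups were compared with lmFit and eBayes of limma 3.58.1 in R 4.3.3, without trend or robust options, with all 25 arrays in one fit and Benjamini-Hochberg adjustment over the 42405 probes of each comparison. Probes were called at a fold change over 2 or under 0.5 and an unadjusted p under 0.01, and top altered probes at over 4 or under 0.25 and 1e-05, which are the thresholds of the paper. The methods' t-test was run on the same values. Gene lists were tested with camera (correlation 0.01) over 1 probe per gene, with adjustment over 10 lists, and with fry and an estimated correlation as alternatives. The lists cover hypoxia, sterol synthesis, amino acids under ATF4, MYC and ribosome biogenesis, plasma cells, NF-kB targets, ERK targets, interferon response, proliferation and stroma. Single measures per mouse were compared by exact two-sided permutation tests.

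The genes named in the text follow a rule set before the data were examined. They are the genes the paper names with a microarray result or in its reasoning on IRF4, MYC and BCL6, the drug target BTK, the PCR control GAPDH, the 24 genes printed in S5 Fig, the 5 largest rises and the 5 largest falls at 10 mg/kg by the fitted log2 fold change of a single probe, and at most 3 members of each list with the smallest p. A largest change needed a gene symbol, an adjusted p below 0.05, no overlap of the groups and a signal well above background on every array of at least 1 group. Genes of the stroma list with a signal well above background on all arrays are named besides, chosen after their values were seen.

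The fit was tested on simulated data in which 200 of 42305 probes were changed. In the comparison of 10 mg/kg with vehicle, limma called 93% of the changed probes and 6.53% of its calls were unchanged probes. The methods' t-test called 90% there, and 6.25% of its calls were unchanged. For 3 mg/kg against vehicle limma called 73.5% and for 10 against 3 mg/kg 75.5%.

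Alternatives set before the data were examined were quantile normalization, the percentile over probes well above background, a filter on dim probes, outlier spots kept, the slide as a block, only the compared groups in the fit, eBayes with trend and robust, log2 tumor weight as a covariate, and the methods' t-test. The planned normexp correction of the mean spot signal was not run, since the columns used here hold the median spot signal, on which normexp with an offset of 50 was run in its place. Added after the files had been looked at were the authors' processed values, the methods' t-test on them, and array brightness as a covariate. For single genes the mean over all probes, for the share between doses a choice of probes on other mice, and for tumor weights plain means were further alternatives. The scan day is covered by the slide, since the 3 arrays of the second day make up 1 slide.

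The gene sets of the paper's GSEA were not analysed here. S6 Table and S7 Table were read only in part, so no set or overlap test was run on them. The genes of S5 Fig were read from its printed labels and are described without a test of the list. The values of 1 of these genes are not reported here. Coordinates are not printed.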

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

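Tests chosen only after the result was seen are those of signal near background for LMO3 and KRT5, that of mouse tissue in the 10 mg/kg mouse with the highest stroma list, that of slides for the dimmest array, and the brightness tests of CCL3, PAM, TIMP2, TNFRSF12A, BNIP3L, ATF5, IL6, PECAM1 and DCN.

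For 81 measures (the named genes, the gene lists, tumor weight and array brightness), the gap between the outermost mouse of a group and its neighbor was divided by the range of the group. This ratio was above Dixon's critical value for a level of 0.05 in 20 of 243 groups. Chance gives about 1 in 20 such groups, which is 12.15 here, and the measures are not independent of each other. Of the 20, 6 concern 3 mg/kg mouse 83, 4 concern a single mouse of the 10 mg/kg group and 3 a single mouse of the vehicle group.

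A single vehicle mouse had the dimmest array of its group (75th percentile of the raw signal, ratio 0.652), the lowest IRF4 (0.596) and the highest LAIR1 (0.532). The other arrays of its slide were also dimmer than those of other slides (median 320 against 423, exact permutation p = 0.00602), which is consistent with a difference between slides. Over the other 24 arrays IRF4 followed array brightness within groups (permutation p = 8.7e-04), and that slope gives 73.6% of the distance of this mouse, so brightness is a candidate explanation for its low IRF4. With brightness as a covariate, IRF4 still fell by 0.27 at 10 mg/kg (limma adjusted p = 4.6e-05). For LAIR1 the slope gives 27.7% of the distance with an upper limit of 54.2%, which argues against brightness as the whole cause, while a part due to brightness stays open. Tumor weight also differs between the mice of a group and was not tested as a cause of these values.

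In a single mouse of the 10 mg/kg group, LMO3 (ratio 0.547), KRT5 (0.688) and the mean of the stroma list (0.549) lay above the other mice and TNFRSF12A (0.610) below them. LMO3 and KRT5 are not well above background in this group. Of the 10676 such probes, 2.16% and 0.918% lie as far above the other mice on this array, but both genes were chosen for such a gap, so noise near background stays open for them. Array brightness gives 9.27% of the distance in TNFRSF12A and does not account for it. Of 16 stroma genes well above background on all arrays, 6 were highest of the group in this mouse, where chance gives 1.78. The 3 most abundant of the 16, DCN, COL1A1 and COL1A2, lay 0.54, 0.98 and 0.51 above the mean of the other mice on the log2 scale. More mouse tissue in this tumor may raise such probes, but human probes cannot separate it from expression by the tumor cells, so the explanations cannot be told apart.

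In 3 mg/kg mouse 83, which had the smallest tumor of its group, ENPP1 (ratio 0.665), PAM (0.563), IL6 (0.549) and DCN (0.651) were highest and TIMP2 (0.615) and BNIP3L (0.590) lowest. Its array was as bright as the mean of its group, so brightness gives -0.117% of the distance in ENPP1, 0.245% in PAM, -0.246% in IL6, -0.0233% in DCN, -0.0387% in TIMP2 and 0.195% in BNIP3L, which argues against it. Within its group 7 of the 16 stroma genes were highest in this mouse, and 6 of them are those that were highest in the 10 mg/kg mouse with the highest stroma list. Mouse tissue and tumor size stay open, and neither was tested for these genes.

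The other gaps are single values. The lowest MYC was in 10 mg/kg mouse 16 (ratio 0.532), and brightness gives -1.32% of its distance. Likewise, brightness gives 0.49% for the highest KALRN in 10 mg/kg mouse 12 (0.518), 0.264% for the highest ATF5 in the same mouse (0.557), and -3.91% for the highest MUC6 in 10 mg/kg mouse 48 (0.613). In the vehicle group it gives 5.60% for the lowest LMO3 (0.547) and 3.75% for the lowest CCL3 (0.540), in different mice, and for the lowest PECAM1 in 3 mg/kg mouse 24 (0.564) it gives 3.02%. These values argue against brightness in all 7 cases. Chance gaps and differences between tumors stay open.

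The gene lists of hypoxia, sterol synthesis, proliferation and ERK targets changed at 10 mg/kg. They were written before the data were examined and are not gene sets of the paper, which names mTORC1 and ERK in its reasoning. The median log2 fold change was -0.55 for hypoxia, where no other of 100 splits of the mice gave one as large (1 of 100, the true groups included). Within groups the hypoxia list did not clearly follow tumor weight (r = 0.32, rho = 0.38, permutation p = 0.166, r = 0.26 without the 2 mice farthest from the median). Group by group, rho was positive, at 0.43 in the vehicle group, 0.38 at 3 mg/kg and 0.72 at 10 mg/kg. The last did not pass adjustment (Spearman p = 0.0369, adjusted p = 0.332 over 9 relations). With tumor weight in the fit the median of the list was -0.48, which argues against tumor size as the whole cause. Fewer poorly supplied regions in smaller tumors may still contribute, as may a direct effect of the drug, and the permutation p of 0.166 does not decide between them.

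For sterol synthesis the median was -0.37, for proliferation -0.19 and for ERK targets 0.33, and for each the true groups alone gave a value as large (1 of 100 splits each). Of 22 proliferation genes 21 were lower (camera adjusted p = 6e-05), and the list did not follow tumor weight within groups (permutation p = 0.358). The ERK list rose in 11 of 18 genes and fell in 7 (camera adjusted p = 0.025), with EGR2 higher by 1.71, EGR3 higher by 2.38 and PHLDA1 changed by -1.25, so its members go both ways. With an estimated correlation between genes the adjusted p was 0.115 for hypoxia, 0.0592 for sterol synthesis, 0.115 for proliferation and 0.0762 for ERK targets. Array brightness did not differ between the 10 mg/kg and vehicle groups (exact permutation p = 0.378), and with slides as a block the hypoxia, sterol and proliferation lists kept their calls. A response to the drug stays a hypothesis for these lists, which were tested in a single experiment.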

How the results depend on the processing

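Tests added only after the data had been seen are normexp correction of the median spot signal, the authors' processed values, the methods' t-test on them, and array brightness as a covariate. Normexp correction of the mean spot signal, set before the data were examined, was not run.

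Of 362 values under an alternative, 332 kept their direction and their side of the threshold or stayed within a factor of 1.5 (counts) or the confidence interval (the share between doses), 25 were weaker, 1 stronger, 2 reversed and 2 moved. All values kept their direction and side of the threshold, and all counts stayed within a factor of 1.5, with the percentile over probes well above background, outlier spots kept, eBayes with trend and robust, the authors' processed values and array brightness. CXCL10, ALOX5, IRF4, PRDM1, ATF3 and the plasma cell list kept direction and call under every alternative run for them.

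Normexp correction gave 140 upregulated and 169 downregulated probes at 10 mg/kg and 70 and 95 at 3 mg/kg, 17 and 19 top altered probes and 9 between the doses. The 309 called at 10 mg/kg are all among the 1157 of the chief analysis. It put 100% of the top altered probes between the doses and gave 0.23 for BCL6 (adjusted p = 0.0772) and 0.17 for the ERK list, which lost its call. It adds an offset of 50 to every signal, which shrinks the folds of dim probes. It also moved the median of all probes at 3 mg/kg to 0.11, and no other alternative moved that median beyond 0.1 in size.

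With tumor weight as a covariate, 3754 probes passed an adjusted p of 0.05 at 10 mg/kg and 3850 at 3 mg/kg, BCL6 was 0.30 (adjusted p = 0.198), and MYC (0.0088) and the amino acid list (0.015) reversed in sign without a call. Weight goes with the dose, so the covariate also takes up effects of the drug, and the cause was not tested further. Of the calls, 3375 are among the 9114 of the chief analysis.

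Between the doses, 15 probes passed with only the groups compared in the fit, 11 with the methods' t-test and 9 with that test on the authors' values, against 30, and the cause was not tested. Probes chosen at 3 mg/kg gave a share of 93.9%.

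The amino acid list lost its call with quantile normalization (-0.048), the filter on dim probes (-0.065), slides as a block (-0.049) and an estimated correlation (-0.065). The ERK list lost it with normexp correction (0.17), slides as a block (0.33) and an estimated correlation (0.33). With an estimated correlation the hypoxia list (-0.55), sterol list (-0.37), ribosome biogenesis list (0.22) and proliferation list (-0.19) lost it too, since that setting allows for genes that vary together. The NF-kB list (0.055) gained a call under fry.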

Differences from the paper's values

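The methods' t-test on the authors' processed values was chosen only after the files were seen, and all other settings named here were set before the data were examined.

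The P-value of CXCL10 is 8.62E-12 in the paper's text and 2.64e-18 here with limma, at the probe whose fold change is the one printed. Of the alternatives set before the data were examined, the methods' t-test gave 8.68e-12, within a factor of 1.5 of the paper's value, and the others did not come that near.

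For ALOX5 the paper's P-value is 6.94E-14 and limma gave 1.94e-22. None of the alternatives set before the data were examined came within a factor of 1.5, the methods' t-test giving 1.88e-13. That test on the authors' processed values did, a setting chosen after seeing the values.

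The paper gives a P-value of 0.016 for IRF4, against 5.36e-05 here. No alternative came within a factor of 1.5 of it, neither those set before the data were examined, among which tumor weight as a covariate gave the largest value (9.59e-04) and the methods' t-test 1.58e-04, nor the authors' processed values with that test (1.55e-04). Written in percent, the value of the methods' t-test is 0.0158, which rounds to the paper's figure. This was noticed after seeing the values, and the P-value of BCL6 in the same sentence of the paper (0.005) is near that test without such a change (0.00502).

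The counts of upregulated and downregulated probes were within a factor of 1.5 of the paper's, 568 against the paper's 549 and 589 against the paper's 575. The methods' t-test on the authors' processed values, chosen after seeing the values, gave 549 and 575. For the top altered probes the paper gives 59 upregulated and 87 downregulated, limma 68 and 98, the methods' t-test 60 and 87, and that test on the authors' processed values 60 and 83.

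The paper states that MYC was downregulated in cultured TMD8 cells as on the microarray. In the tumors the log2 fold change of MYC at 10 mg/kg was -0.088 (limma adjusted p = 0.35), and it was not called under any alternative run. The paper states that MYC pathway genes were downregulated in the tumors, while in the list of 30 ribosome biogenesis genes that MYC activates 29 were higher at 10 mg/kg (median 0.22). That list is not one of the paper's sets, which were not analysed here.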

Other observations

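Tests chosen only after the result was seen are those on the other split of the treated mice, on the leading component of the spread, and on the interferon list without its chemokines.

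Chance can be excluded for the counts of probes. When the 8 vehicle and 9 treated mice of the 10 mg/kg comparison were split in 100 ways, the true groups included, only 1 of 100 gave as many upregulated probes, downregulated probes, probes past an adjusted p of 0.05, or top altered probes in either direction. The largest other split gave 324 upregulated and 358 downregulated probes and 5268 past the adjusted p. At 3 mg/kg also only 1 of 100 splits gave as many upregulated probes, downregulated probes or probes past the adjusted p.

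Between the doses, 2 of 100 splits of the treated mice gave at least 30 probes past an adjusted p of 0.05, which excludes chance at that level. The median of the other splits was 0, but 1 of them gave 3802. Its sets of 9 and 8 mice differ in array brightness (median 75th percentile 432 and 335, exact permutation p = 0.0014), which is consistent with a brightness effect, while the true dose groups do not (p = 0.572 in the same exact test). With brightness as a covariate 45 probes passed between the doses.

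The probes past an adjusted p of 0.05 at 10 mg/kg were also set against technical causes. With slides as a block their number was 10482, which argues against slides as the cause. Array brightness did not differ between these groups (exact permutation p = 0.378). With tumor weight in the fit 3754 probes passed, 3375 of them among the 9114 that passed without it, which argues against tumor size as the whole cause. Weights shuffled within groups left more calls than the true weights in 91 of 100 shuffles (median 4597.5, range 3257 to 8758), so that a part due to tumor size may exist and is not excluded. Within groups 228 probes followed tumor weight at an adjusted p below 0.05.

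The share of top altered probes with 3 mg/kg between vehicle and 10 mg/kg was set against the choice of probes on the 10 mg/kg mice. With the doses reassigned among the treated mice, 1 of 100 assignments, the true one, gave a share as large. The others had a median of 59.5% and a range of 11.1% to 94.5%, which argues against the choice of probes as the cause.

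Within groups, 13.6% of the spread of all probes lies in a leading component that follows array brightness (25 arrays, r = 0.835, rho = 0.728 in size, permutation p = 3e-05 for r and 1.8e-04 for rho, r = 0.737 without the 2 arrays farthest from the median). This is consistent with a technical source for a part of the spread. Slides 4 and 5 had the lowest brightness, with median 75th percentiles of 308 and 365. The next component holds 10.6% of the spread and followed log2 tumor weight with r = 0.648 in size (rho = 0.611, permutation p = 7.8e-04), and r = 0.413 without the 2 mice farthest from the median. These are 2 relations computed together.

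For the ribosome biogenesis and plasma cell lists, chance can be excluded, since 1 of 100 splits gave a median as large for each, the true groups included. It cannot be excluded for the stroma list (25 of 100), whose mean over mice did not differ either (exact permutation p = 0.267). For the medians of the amino acid list (12 of 100) and the NF-kB list (34 of 100) the splits decide nothing, since the members go both ways. The means of these lists over mice did differ (exact permutation p = 2.06e-04 and 1.65e-04), which excludes chance for the means. The NF-kB list had 11 genes higher and 11 lower, a median of 0.055 and a mean of 0.25 (camera adjusted p = 0.109, fry adjusted p = 0.00214), with CD83 higher by 1.00, IL6 by 1.72, and TNFAIP3 changed by -0.68. Of its 22 genes 21 were well above background on every vehicle array and 2 are printed in S5 Fig.

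The interferon list had a median of 0.23 and a mean of -0.047 at 10 mg/kg, opposite in sign (camera adjusted p = 0.52), and 3 of 100 splits gave a median as large. Without CXCL10, 18 of its 24 genes were higher, with a camera p of 0.18 and a fry p of 0.412. Of the full list 8 genes rose and 6 fell at an adjusted p below 0.05. Because the members go both ways, a lower interferon response and other controls of CXCL10 cannot be told apart here. Without CXCL9, CXCL10 and CXCL11, left out because they fell, 18 of 22 genes were higher with a median of 0.24, a camera p of 0.0155 and a fry p of 0.0122. CXCL9 changed by -2.17, and CXCL11, not well above background on any 10 mg/kg array, was at least 3.53-fold lower.

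A lower ATF4 stress response may account for the fall in ATF3. The amino acid list had a camera p of 0.0197, but it lost its call with an estimated correlation and its members go both ways, so that this and other controls of ATF3 cannot be told apart here.

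The stroma list, with 17 of its 27 measured genes well above background on every vehicle array, had a median of 0.083 at 10 mg/kg (camera adjusted p = 0.632). PECAM1 changed by -1.67 and COL5A1 by -0.97, while DCN rose by 1.34. More mouse tissue in smaller tumors may raise such probes, but within groups the list did not clearly follow tumor weight (25 mice, r = -0.36, rho = -0.23, permutation p = 0.0794, r = -0.20 without the 2 mice farthest from the median), so this cannot be told apart from expression by the tumor cells. Among the 10 lists, the amino acid list had the smallest p for tumor weight within groups (r = 0.55, rho = 0.51, permutation p = 0.00731, adjusted p = 0.0731, r = 0.49 without the 2 mice farthest), which did not pass.

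Fig 6C plots a set named for genes that MYC lowers, while the legend of S4 Fig names the set of genes that MYC raises. In S7 Table the paper's normalized enrichment score, turned so that positive means higher at 10 mg/kg, is 2.01 for the first (paper's FDR q 0.0113) and -1.68 for the second (paper's FDR q 0.145). The paper's score for the hallmark MYC set V2 is 1.83, a set chosen after its value was seen.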
